# Embryonic ionizing radiation exposure results in expression alterations of genes associated with cardiovascular and neurological development, function, and disease and modified cardiovascular function in zebrafish

**DOI:** 10.3389/fgene.2014.00268

**Published:** 2014-08-07

**Authors:** Jennifer L. Freeman, Gregory J. Weber, Samuel M. Peterson, Linda H. Nie

**Keywords:** cardiovascular, gene expression, heart rate, ionizing radiation, microarray, neurological, transcriptomics, zebrafish

## Abstract

The relationship between ionizing radiation (IR) and carcinogenesis is long established, but recently the association between IR and other diseases is starting to be recognized. Currently, there is limited information on the genetic mechanisms governing the role of IR in non-cancer related adverse health effects and in regards to an early developmental exposure. In this study, zebrafish embryos were exposed to a range of IR doses (0, 1, 2, 5, 10 Gy) at 26 h post fertilization (hpf). No significant increase in mortality or hatching rate was observed, but a significant decrease in total larval length, head length, and eye diameter was observed in the 10 Gy dose. Transcriptomic analysis was conducted at 120 hpf to compare gene expression profiles between the control and highest IR dose at which no significant differences were observed in morphological measurements (5 Gy). 253 genes with well-established function or orthology to human genes were significantly altered. Gene ontology and molecular network analysis revealed enrichment of genes associated with cardiovascular and neurological development, function, and disease. Expression of a subset of genetic targets with an emphasis on those associated with the cardiovascular system was assessed using Quantitative PCR (qPCR) to confirm altered expression at 5 Gy and then to investigate alterations at lower doses (1 and 2 Gy). Strong correlation between microarray and qPCR expression values was observed, but zebrafish exposed to 1 or 2 Gy resulted in a significant expression alteration in only one of these genes (*LIN7B*). Moreover, heart rate was analyzed through 120 hpf following IR dosing at 26 hpf. A significant decrease in heart rate was observed at 10 Gy, while a significant increase in heart rate was observed at 1, 2, and 5 Gy. Overall these findings indicate IR exposure at doses below those that induce gross morphological changes alters heart rate and expression of genes associated with cardiovascular and neurological functions.

## Introduction

Humans are continuously exposed to ionizing radiation (IR) through many sources. Two of the main exposures are related to background environmental sources and medical procedures. In the United States the average annual radiation dose received by the general public increased from 3.6 to 6.2 mSv since the 1980s mainly due to the significant increase of exposure to medical procedures (NCRP, 2009). The most common and well-studied health effect of IR is cancer, but recently the adverse health effects of IR exposure in other diseases are beginning to be realized. The strongest links to date include cardiovascular and nervous system diseases (Kim et al., 2008; Sanchez et al., 2009; McGale et al., 2011; Boerma, 2012). Data obtained from atomic bomb survivors, radiotherapy patients, and occupationally exposed radiation workers found an excess relative risk of circulatory disease ranging from 3 to 19% per Gy among different study populations (Little et al., 2010). Baker et al. (2011) examined the risk for developing cardiovascular disease from a wide range of radiation sources and suggested an association between cardiovascular disease and IR exposure not only at high doses, but also at low-to-moderate doses. In a recent review on the pathology, radiobiology, cardiology, radiation oncology, and epidemiology regarding radiation-related heart disease, the authors concluded that there is strong evidence of increased radiation-related heart disease with a longer latency period for lower dose levels (Darby et al., 2010). Studies also report a subtle effect on cognitive functioning in adolescents exposed to low-dose radiation *in utero* (Bar Joseph et al., 2004; Heiervang et al., 2010), although this effect is not shown in subjects who are exposed during adulthood (Yamada et al., 2002; Brummelman et al., 2011). Despite this strong evidence, there are major gaps in the current knowledge regarding a threshold dose of IR that induces cardiovascular disease and cognitive disorders. Current consensus in the literature indicates adverse cardiovascular effects are associated with IR doses greater than 2 Gy total body irradiation (Preston et al., 2003), while cardiovascular injury is observed at doses as low as 0.5 Gy (Shimizu et al., 2010). Less is known about the threshold dose related to neurological impacts and is being continually investigated (Mizumatsu et al., 2003; Achanta et al., 2007; Atwood et al., 2007).

The molecular and genetic mechanisms underlying the non-carcinogenic adverse health effects of IR are not well understood. Several mechanisms are suggested regarding radiation-related heart disease including macrovascular injury that accelerates age-related atherosclerosis leading to cardiovascular disease and microvascular injury that reduces capillary density leading to cardiovascular disease (Little et al., 2010). The pathways to these effects involve many biological responses including inflammation, antioxidative defense, endothelium signaling, and calcium regulation. In regards to the effects of IR on cognitive function, the proposed mechanisms include alteration of neuronal responses (Sanchez et al., 2009), modified antioxidant defenses (Di Toro et al., 2007), and other changes in specific molecular pathways (Verheyde and Benotmane, 2007). Overall a change in the normal and physiological levels of an organism to environmental stressors is ultimately a result of changes at the molecular and cellular levels. Moreover, the understanding of the immediate IR induced biological responses at the genetic level that trigger processes leading to short term and long term adverse health impacts such as those to the cardiovascular and neurological systems are not known. These genetic changes can be detected using transcriptomic technologies that permit thousands of genes to be analyzed in a single step to portray a genome-wide view of gene expression alterations. Few studies to date have used these technologies to identify transcriptomic signatures and genetic biomarkers related to IR exposure (Yin et al., 2003; Amundson et al., 2004; Dressman et al., 2007; Meadows et al., 2008, 2010; Lowe et al., 2009; Morandi et al., 2009; Kabacik et al., 2011; Wyrobek et al., 2011; Jaafar et al., 2013). These studies are starting to elucidate genetic targets associated with IR induced alterations, but were conducted in either cell culture systems, mature models, or from adult human peripheral blood samples. Thus, currently there is limited information on the genetic mechanisms of immediate and latent alterations associated with IR exposure during embryogenesis. Moreover, these studies are generally broad focused with minimal information regarding the association between IR exposure and cardiovascular or neurological alterations.

In this study, we first irradiated zebrafish embryos at different doses to establish IR toxicity and assess morphological alterations to establish baseline toxicity in our laboratory conditions following IR exposure at the specific developmental time point. The zebrafish is a complementary vertebrate model to assess the impacts of developmental exposures to environmental stressors. Zebrafish gained popularity in developmental and toxicological studies because of their rapid *ex utero* embryonic development that simplifies dosing (Hill et al., 2005). In addition, their near-transparent chorion permits visualization of morphological structures and internal organs including the brain, eyes, liver, kidney, and heart with a light microscope throughout the entire embryonic period. Moreover, a finished genome sequence and conserved genetic function between the zebrafish and human genomes permit translation of molecular mechanisms of toxicity observed in the zebrafish model system to humans (Barbazuk et al., 2000; Howe et al., 2013). Several zebrafish orthologs known to play key roles in human diseases are identified and mutations in these genes display phenotypes similar to those present in human diseases including cardiovascular and neurological alterations (Stainier et al., 1996; Dooley and Zon, 2000; Stainier, 2001; Incardona et al., 2004; Heideman et al., 2005; Peterson et al., 2011).

Furthermore, zebrafish may serve as a complementary and alternative model in light of current international discussions to reduce, refine, and replace animal bioassays (e.g., those discussed in Marone et al., 2014). Animal models are currently widely used in biological experiments. A dichotomy exists among these animal models. Many higher phylogenetic animals are used including mouse, rat, rabbit, canine, and non-human primates, mainly due to the fact that they display strong similarities to humans both in terms of their genetics and systems morphology. Animal models represent a significant burden not only financially, but also ethically in terms of the large number of higher order animals manipulated and sacrificed. On the other end of the spectrum, cell culture models serve as alternatives to replace animal model studies and have provided useful information, but are limited by the fact that only specific genetic pathways are applicable to human health. The zebrafish has the potential to satisfy both the need of an *in vivo* vertebrate model and to reduce the burden of mammalian animal bioassays. Thus, in this study, after establishing a dose at which no gross morphological alterations were observed, global gene expression analysis was performed using the zebrafish model system to identify altered genetic targets and pathways following the developmental IR exposure. The study of gene expression is an important aspect of understanding the genetic mechanisms associated with IR injury as differential gene expression plays a major role during critical periods of rapid cell growth in early development. Lastly, the functional implication of the immediate and later in development impacts of an embryonic IR exposure on heart rate was assessed to link identified genetic targets and functional consequences.

## Materials and methods

### Zebrafish husbandry

Adult zebrafish (*Danio rerio*) of the wild-type AB strain were housed on a 14:10 h light:dark cycle. Water temperature was maintained at 28°C with a pH of 7.2 and a conductivity range of 470–520 μ S. Fish were maintained and bred according to established protocols (Westerfield, 2007; Peterson et al., 2011). Fertilized embryos were collected at 1 h post fertilization (hpf), rinsed, sorted into individual wells of 96-well plates or into groups of 50 in petri dishes, and placed at 28°C until experimental use. Embryos were attained from multiple clutches for each experimental procedure. All animal protocols were approved and performed in accordance with Purdue University's Institutional Animal Care and Use Committee guidelines.

### Radiation dosing, toxicity, and morphological measurements at 1, 2, 5, and 10 Gy through 120 hpf

Zebrafish embryos in 96-well plates were irradiated at 26 hpf inside a Co-60 irradiator. All IR doses were given in full. Treatment groups of 1, 2, 5, or 10 Gy were irradiated for the appropriate length of time based on dose rate on day of dosing. The control groups were mock irradiated by placing the samples in the irradiator. Embryos were collected from different clutches on different days and irradiation repeated for each of these groups of embryos. Hatching rate and mortality were monitored daily throughout the developmental time course. At 120 hpf, morphological features were measured on multiple larvae from each treatment in each group using light microscopy on a Nikon SMZ1500 dissecting scope with NIS Elements imaging software (Melville, NY). Endpoints measured were eye diameter, head length, and total larval length (measured snout to tail). Morphological measurements were analyzed with an analysis of variance (ANOVA) and a *post-hoc* least significant difference (LSD) test (*p* < 0.05) with SAS software (version 9.2, SAS Institute Inc., Cary, NC) when a significant ANOVA was observed.

### Transcriptomic analysis at 5 Gy at 120 hpf

Transcriptomic microarray analysis was conducted to compare gene expression profiles between the control and highest IR dose at which no significant differences were observed in gross morphological measurements (5 Gy) following similar parameters as described previously (Peterson et al., 2011; Weber et al., 2013). Zebrafish were irradiated (5 Gy treatment) or mock irradiated (control treatment) at 26 hpf in groups of 50 in petri dishes (considered as subsamples). IR doses were given in full. At 120 hpf, larvae in each petri dish were pooled and homogenized in Trizol (Invitrogen, Carlsbad, CA) and flash frozen in liquid nitrogen. Three biological replicates (each consisting of 50 pooled larvae from separate clutches) were included. We have found in previous studies that pooling embryos and larvae aids in reducing biological variability allowing for a smaller sample size for microarray analysis (please see Peterson et al., 2011 and Weber et al., 2013 for examples of past studies in which this practice was successfully applied). Samples were stored at −80°C until RNA isolation was performed. Total RNA was isolated from larvae and converted to cDNA following established protocols (Peterson and Freeman, 2009a). Transcriptomic microarray analysis was conducted to compare gene expression profiles between the control and highest IR dose at which no significant differences were observed in gross morphological measurements (5 Gy) on the three biological replicates (*n* = 3). Microarray analysis was performed according to Peterson and Freeman (Peterson and Freeman, 2009b) with the zebrafish 385K expression platform (Roche NimbleGen, Madison, WI) using the one-color hybridization strategy. This platform contains 385,000 60-mer probes interrogating 37,157 targets with up to 12 probes per target. Following hybridization, arrays were washed and scanned at 5 microns using a GenePix 4000B array scanner (Molecular Devices, Sunnyvale, CA). Array image data was extracted using the NimbleScan software program (Roche NimbleGen, Madison, WI). Fluorescence signal intensities were normalized using quantile normalization (Bolstad et al., 2003) and gene calls generated using the Robust Multichip Average algorithm (Irizarry et al., 2003) following manufacturer recommendations.

Further statistical processing of the array data was performed with Array Star (DNASTAR, Inc., Madison, WI) and Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA) to identify specific genes and molecular pathways altered following IR exposure. A robust and reproducible list of differentially expressed genes using recommendations from the Microarray Quality Consortium (Guo et al., 2006; Shi et al., 2006) was first determined by genes consistently expressed (Students *t*-test, *p* < 0.05) and substantially altered with a mean absolute log_2_ expression ratio of at least 0.585 (50% increase or decrease in expression). Genes identified to have significantly altered expression profiles were imported into Ingenuity Pathway Analysis for gene ontology and molecular pathway analysis following similar parameters as described in Peterson et al. (2011). All genes were converted and are reported as human homologs.

Quantitative PCR (qPCR) was performed on a subset of selected genes identified in the genomic microarray analysis with an emphasis on genes associated with cardiovascular development, function, and disease on the same samples used in the microarray analysis. Probes specific for target genes were designed using the Primer3 website (Rozen and Skaletsky, 2000). Target genes and associated primer sequences were *CACNA1D* (forward-AGGTCACCAAAGAGAAGACTGC, reverse-GAGGAAGATCGTCTTGACTGCT), *GUCY1B3* (forward-GAGAGAGAGGGTCTTCAGGACA, reverse-CCTCAAAACCATCCAAGTCTTC), *LIN7B* (forward-TGTTGTGTTCTTCTGTGGAACC, reverse-ATTTGCACTATCCAGCCAATTT), *NTRK3* (forward-AAGTCCTCTCCATCACGTCAAT, reverse- CTTGTTACAGTTGTGCCCATGT), *PBX3* (forward-ATCCTCTGTGATCTCCCCTACA, reverse- GTGGAAAAGTGGATGATTCCAT), and *PTPRE* (forward-ATAAACTCCACAACACGCACAC, reverse-GATTTCCGGTTCTCATGTTCTC). Similar to as performed in previous studies in our laboratory (e.g., Peterson et al., 2011, 2013; Zhang et al., 2011a; Weber et al., 2013; Wirbisky et al., 2014) several genes were assessed to determine the best reference gene to be used for this data set (data not shown). β-actin was found to be the most consistent and least variable for this analysis. The primer sequence for β-actin was the same as used in previous studies (e.g., Weber et al., 2013): forward-CTAAAAACTGGAACGGTGAAGG and reverse-AGGCAAATAAGTTTCGGAACAA. qPCR was performed on a CFX Connect™ Real-Time PCR Detection System (Biorad, Hercules, CA) using the iQ SYBR Green Supermix kit (Biorad, Hercules, CA) following similar methods as previously described (Peterson et al., 2011; Zhang et al., 2011a) following MIQE guidelines (Bustin et al., 2009). The cycling parameters included a 3 min. incubation phase at 95°C, 40 cycles of 95°C for 10 s, 60°C for 30 s, and 72°C for 30 s. Experimental samples were run in triplicate (technical replicates) and gene expression was normalized to β-actin. Efficiency and specificity were checked with melting and dilution curve analysis and no-template controls. Three biological replicates (*n* = 3) were analyzed and compared between the control and 5 Gy treatment to confirm gene expression alterations detected in the microarray analysis. An evaluation of linear correlation was performed and statistical significance of the correlation determined with a Pearson's correlation coefficient test using SAS software (*p* < 0.05) as described previously (Weber et al., 2013). For the correlation analysis, data input was log_2_ expression ratio for the microarray data and ratio of relative expression for the qPCR data for each gene.

### Gene expression analysis at 1 and 2 Gy at 120 hpf

To further investigate expression alterations in genes associated with cardiovascular development, function, and disease IR dosing was repeated at 0, 1, or 2 Gy at 26 hpf. All IR doses were given in full. Total RNA was isolated at 120 hpf from zebrafish larvae and converted to cDNA as described above. Data was analyzed with an ANOVA and a *post-hoc* LSD test (*p* < 0.05) with SAS software (version 9.2, SAS Institute Inc., Cary, NC) when a significant ANOVA was observed. Five biological replicates were included.

### Heart rate analysis at 1, 2, 5, and 10 Gy through 120 hpf

A baseline heart rate was measured visually with a light microscope at 24 hpf following a 15 min acclimation to room temperature (26°C). The number of heart beats was counted during a 10 s interval on all fertilized embryos and converted to heart beats per min (bpm). Zebrafish embryos were irradiated following measurement of baseline heart rate at 26 hpf as described above in 96-well plates. Embryos were collected from different clutches on different days and irradiation repeated for each of these groups of embryos. Treatment groups included irradiation at 1, 2, 5, and 10 Gy and a mock irradiated control group. All IR doses were given in full. The number of bpm was collected on the same individuals at multiple time points throughout development (26, 48, 72, and 120 hpf) as was performed to attain the baseline measurement and converted to bpm. All values are expressed as mean ± standard deviation. An ANOVA with a repeated measures test was used to analyze bpm among the different developmental time points with SAS software (*p* < 0.05).

## Results

### Toxicity and morphological alterations at 1, 2, 5, and 10 Gy through 120 hpf

A time course study at multiple IR doses was first conducted to determine toxicity and a threshold dose for gross morphological alterations. No significant difference was observed in mortality throughout the developmental time course with survival rates in all doses above 90% (Table 1). In addition, no significant difference was observed in hatching rate with over 95% of the individuals hatched by 72 hpf in all doses (Table 1). At 120 hpf gross morphological malformations were assessed and whole larval length, head length, and eye diameter were measured. A significant decrease in whole larval length, head length, and eye diameter was observed only in the 10 Gy dose (Figure 1) along with an increased frequency of general malformations including bent bodies and tails and pericardial edema.

**Table 1:** **Survival and hatching rate of zebrafish following developmental IR exposure**.

**IR dose (Gy)**	**Survival rate (%)**	**Hatching rate at 72 hpf (%)^a^**
0	93.8	97.8
1	97.9	97.9
2	100.0	95.7
5	95.6	100.0
10	92.2	100.0

a *Hatching rate is calculated only with surviving zebrafish*.

**Figure 1:**
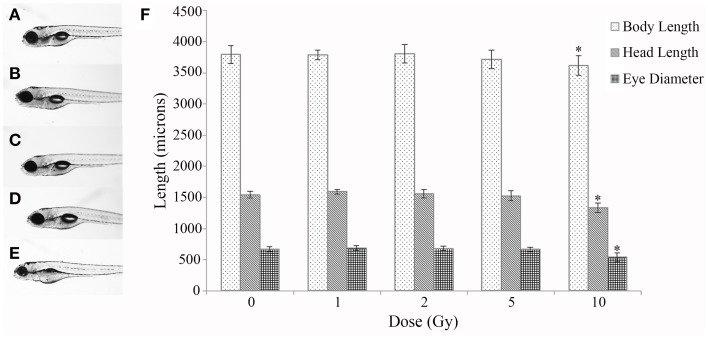
**Gross morphological measurements at 120 hpf**. Malformations and gross morphological measurements were assessed at 120 hpf in the control **(A)**, 1 Gy **(B)**, 2 Gy **(C)**, 5 Gy **(D)**, and 10 Gy **(E)** treatments. A significant decrease in body length, head length, and eye diameter was seen only in the 10 Gy treatment compared to the control treatment **(F)**. (*n* = 10–12; ^*^p < 0.05; error bars depict standard deviation).

### Gene expression analysis at 5 Gy at 120 hpf

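RNA from 6 pools of 50 whole larvae at 120 hpf was measured on one-colour NimbleGen zebrafish expression arrays, 1 array per pool. 3 pools had been irradiated with 5 Gy at 26 hpf and 3 were controls (0 Gy), and replicates were numbered 1 to 3 in each group. The deposited values are linear intensities of 385000 probes per array, already quantile normalized by the authors and not combined across probes. The probe identifiers name 37157 targets, of which 21894 have 12 probes. Each target was given a log2 value per array by median polish of its probes, and the groups were compared with limma. Median probe intensity lay between 355 and 357 on the 6 arrays, and the lowest value, 16.38, was shared by every array. Whether a background was subtracted is not stated, and the number of arrays limits the precision. Gene names came from 2 sources. Zebrafish symbols were available for 2663 targets with a RefSeq mRNA identifier, and names of human orthologs for 279 targets came from the supplementary tables of the paper, which leaves 34236 targets with no name. The human names therefore cover targets that the study had selected on these same arrays.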

From the overt toxicity assessment and the gross morphological measurements, transcriptomic microarray analysis was subsequently conducted to compare gene expression profiles of the highest IR dose at which no gross morphological alterations were observed (5 Gy) and the control treatment. Transcriptomic analysis performed at 120 hpf resulted in a scatter plot with an *R*^2^ correlation of 0.942 (Figure 2A). 

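The targets of LIN7B and GPR24 lay farthest above the diagonal of the group means among targets with a gene name, and RLN3, GAD2 and GANC farthest below it. Over all 37157 targets, R2 between the mean log2 value at 5 Gy and the mean in controls was 0.944. R2 between single arrays was lower in most pairs, but not between control replicate 3 and 5 Gy replicate 3 (0.974) or control replicates 1 and 2 (0.955). It was 0.798 to 0.974 for the 9 pairs of a control and a 5 Gy array (median 0.838), 0.805 to 0.955 between controls and 0.831 to 0.908 between 5 Gy arrays. The median R2 within groups was 0.839. Control replicates 1 and 2 were close to each other (r = 0.977 across targets), whereas control replicate 3 was closer to 5 Gy replicate 3 (r = 0.987) than to control replicate 1 (r = 0.897) or control replicate 2 (r = 0.905). The first principal component held 49.1% of the variance and placed control replicates 1 and 2 at -100 and -87.4, control replicate 3 at 74.9, and 5 Gy replicates 1, 2 and 3 at 21.1, 19.4 and 72.0. Targets are not independent replicates, so no test was attached to these correlations. Without control replicate 3, R2 between the group means was 0.879.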

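Lower targets outnumbered higher ones at 5 Gy by limma, and by less in some other settings. Among the named genes with the largest changes, the log2 ratio of 5 Gy to control was -1.57 (standard error 0.345) for ATP1A4, a sodium pump subunit, -1.63 (standard error 0.421) for RUFY2 and -1.63 (standard error 0.450) for DAB2IP, a regulator of Ras activity. It was -1.59 (standard error 0.449) for C6orf125 and -1.65 (standard error 0.493) for MPP2, a membrane scaffold protein. PRR12 rose by 1.47 (standard error 0.309), MGC3123 by 1.49 (standard error 0.305), and the targets of ECHDC1, a decarboxylase of fatty acid metabolism, by 1.59 and 1.40 (standard errors 0.401 and 0.385). These targets were picked from those altered by limma whose 3 values at 5 Gy all lay on one side of the 3 control values. Their exact permutation p of 0.1 (two-sided, the smallest that 3 pools against 3 allow) was thus fixed by that choice. Each had an adjusted p of 0.905 from limma. At the thresholds of the methods, an unadjusted p of 0.05 and a log2 ratio of 0.585, limma called 1500 of 37157 targets altered. Of these 1074 (71.6%) were lower and 426 higher, and the total is below the share of 0.05 that chance gives at that p. The t-test named in the methods called 569 altered at the same thresholds, 372 lower and 197 higher, with 489 shared. MPP2 did not pass by that test, and of the targets named above those of PRR12 and MGC3123 alone passed in its paired form. With the replicate number as a block the count was 3272 (1929 lower and 1343 higher), of which 1417 were shared. The split was nearer to even in the paired form of the t-test (180 lower and 161 higher) and with array weights (6192 lower and 4721 higher). The values of all 6 pools of 1034 higher and 1748 lower targets did not overlap between groups, 7.49% of all targets against 10% by chance. The limma count was 308 without control replicate 1, 310 without control replicate 2, 7126 without control replicate 3 and 895 without 5 Gy replicate 2.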

A total of 609 probes were altered with 65.5% of the probes down-regulated (399 probes) and 34.5% of the probes up-regulated (210 probes) (Supplementary Table 1). After accounting for redundant probes that targeted identical genes and removing probes targeting hypothetical proteins without substantial function or ontology information, annotation and pathway information was available for 253 genes orthologous to human genes with established functions. 

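Of 18 targets in Supplementary Table 1 of 14 synaptic genes of Supplementary Table 2, 17 fell and 1 rose by limma, and of 14 targets of 11 skeletal muscle genes 11 rose, 1 fell and 2 did not pass the test. GAD2, which makes the transmitter GABA, had log2 ratios of -1.95 (standard error 0.505) and -1.48 (standard error 0.425) on its 2 targets. GRIA2, a glutamate receptor subunit, fell by 1.36 (standard error 0.381) and SYT7, a synaptotagmin, fell by 1.41 (standard error 0.411). COX6A2, a respiratory chain subunit of muscle, rose by 1.34 (standard error 0.336), PFKM, the muscle phosphofructokinase, by 1.18 and 1.00 on its 2 targets (standard errors 0.337 and 0.299), and CHRNE, a subunit of the muscle acetylcholine receptor, by 1.16 and 0.89 (standard errors 0.309 and 0.303), while TTN, the sarcomere protein titin, fell by 0.78 (standard error 0.312) and SPEG, a kinase of striated muscle outside that list, fell by 1.55 (standard error 0.441). These genes were chosen by the study on the same pools, so their direction is not independent evidence, and they were picked for mention after their values were seen. In the paired form of the methods' t-test GAD2, GRIA2, SYT7, PFKM, SPEG and 1 of the CHRNE targets did not pass. All 253 entries had the listed sign in the deposited values, and 195 met both thresholds of the methods by limma, 130 lower and 65 higher. The median log2 ratio was -0.94 for the lower entries and 0.77 for the higher ones. No entry reached an adjusted p of 0.05 in limma (smallest 0.0909), and 2 did with the replicate number as a block. The 253 entries hold 252 distinct names, because CHRNA3 is listed for a target that fell by 0.64, a call lost with the replicate number as a block, and for another that rose by 0.81.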

65.2% of the genes (165 genes) were down-regulated, while 34.8% of the genes (88 genes) were up-regulated (Supplementary Table 2). 

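Of 19 measured targets of a list of synaptic and neurotransmission genes, 7 fell at 5 Gy, none rose and 12 did not pass the test (0 when adjusted over the list alone, and 0 over all targets). The median log2 ratio was -0.76. The vesicular glutamate transporter slc17a6a fell by 1.21 (standard error 0.325), the glycine receptor subunit glra3 fell by 1.06 (standard error 0.409), and the glycine transporter slc6a5 had a ratio of -0.88. In a list of skeletal muscle genes 2 of 18 rose, none fell and 16 did not pass the test (0 when adjusted over the list alone), with a median of 0.14. Those 2 were the muscle glycogen phosphorylase pygma, which rose by 0.67 (standard error 0.272), and smyd1b, a methyltransferase of sarcomere assembly, which rose by 0.77 (standard error 0.319). Both of these, and 3 of the 7 synaptic targets (slc17a6a, gria3b and mapk10), are also entries of Supplementary Table 2, chosen by the study on these pools, so they are not independent evidence. In a list of lens genes, which no category names, 3 of 24 rose and none fell (0 when adjusted over the list alone), with a median of 0.19: the gamma-crystallins crygm2b, by 1.82 (standard error 0.636), crygm2d4, by 0.98 (standard error 0.287), and crygm2d17, by 0.97 (standard error 0.300), of which the last 2 are listed in Supplementary Table 1 and are not independent evidence either. None of 6 heart targets and none of 8 vascular endothelium targets passed the test (0 when adjusted over each list alone). They stand for 6 of 51 and 8 of 45 listed genes. Of 7 heart targets with human names from the supplementary tables, chosen on these pools, 2 rose and 4 fell by limma. Both of the 2 such vascular targets fell. The heart list had a median of -0.10 but a mean of 0.02 (camera adjusted p = 0.865), and the vascular list a median of -0.15 (camera adjusted p = 0.686). With the replicate number as a block clec14a of the vascular list passed, at -0.80. 
The lists were tested against all other targets with camera at a correlation of 0.01. They had been written after the paper's tables were read, and several hold genes that the study selected on these pools. The p-values of such lists are therefore not independent evidence. The synapse list gave an adjusted p of 1.82e-06 (adjusted p = 0.528 with an estimated correlation), the muscle list 0.00323 (adjusted p = 0.275 with an estimated correlation) and the lens list 0.00198 (adjusted p = 0.275 with an estimated correlation). With fry, which asks whether the genes of a list move one way on balance, the lens list alone of the 24 passed (adjusted p = 0.00372, against 0.405 for the synapse list), and no list passed with array weights. The median ratio of the synapse list was -0.61 in the pair of pools numbered 1, -1.27 in pair 2 and -0.13 in pair 3. Over all targets control replicate 3 resembled 5 Gy replicate 3, but on this list it lay level with the other controls by the median. The mean of control replicates 1 and 2 minus control replicate 3 had a median of 0.01 there. In the same pairs the muscle list had medians of 0.32, 0.08 and 0.16, and the lens list 0.31, 0.20 and 0.24, while crygm2b differed by 0.84, 3.91 and 0.70. Without control replicate 3, the synapse list alone stayed past the threshold, and the muscle and lens lists had adjusted p = 0.114 and 0.0834. The mean of the synapse list, -0.67 over all pools, was -0.39 without 5 Gy replicate 2, and with the replicate number as a block pygma, smyd1b and gria4a no longer passed, while gria4b (-0.84), the muscle genes pfkmb (0.80) and srl (0.88) and the crystallin crygm2a (1.47) did. Without control replicate 1 or 2, or 5 Gy replicate 1 or 2, pygma and smyd1b also lost their calls, and so did pygma without 5 Gy replicate 3, both with the median of probes, smyd1b by the methods' t-test and both in its paired form. The calls for slc6a5 and glra3 were lost by both forms of that test, that for glra3 also without control replicate 1 or 2 or 5 Gy replicate 2 or 3, that for crygm2b by both forms and without control replicate 2, that for crygm2d17 by the paired form and without control replicate 2, and that for slc17a6a by the paired form.

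**Figure D1:**
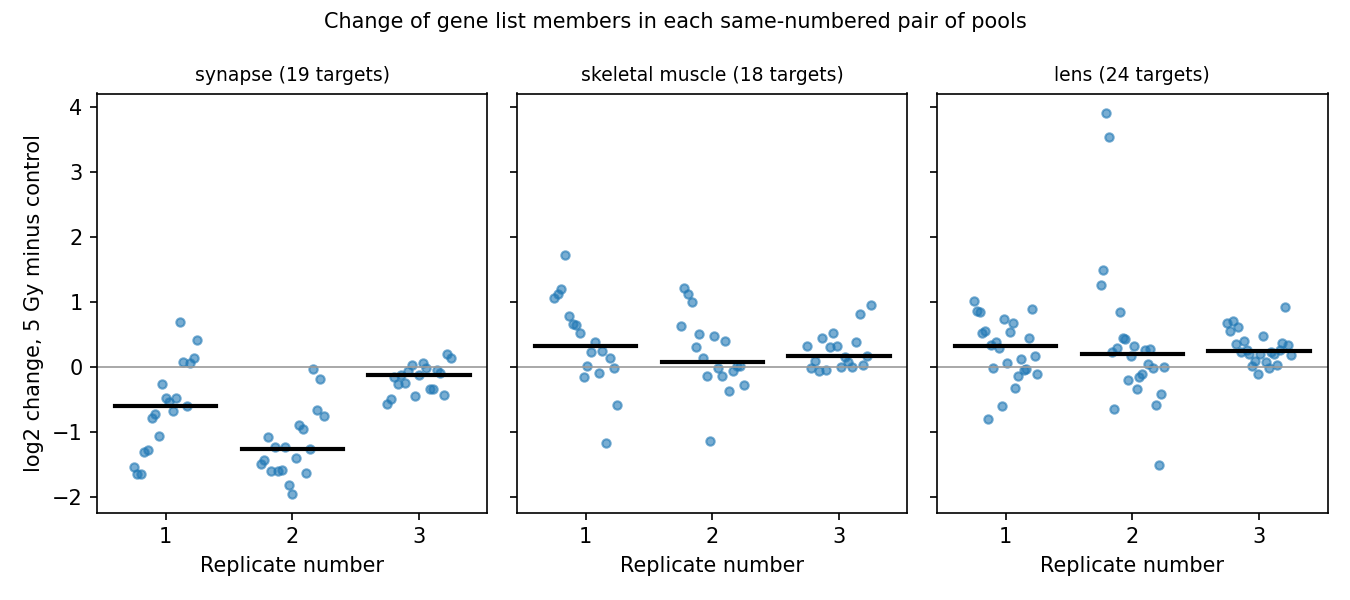
Each point is 1 target of the synapse, skeletal muscle or lens list, and the y axis gives its log2 change, 5 Gy minus control, between the 2 pools of the replicate number on the x axis. Black lines are medians: the synapse list lies at -0.61, -1.27 and -0.13 in the 3 pairs, the muscle list at 0.32, 0.08 and 0.16, and the lens list at 0.31, 0.20 and 0.24.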

Gene ontology analysis using Ingenuity Pathway Software classified genes into nonexclusive categories corresponding to cardiovascular disease, neurological and psychological disease, skeletal and muscle disorders, and genetic disorders as well as several molecular and cellular functions and physiological system development and function (Table 2). In addition, the top canonical pathways were synaptic long term depression (*p* = 1.35E-04), calcium signaling (*p* = 2.66E-04), CXCR4 signaling (*p* = 4.73E-04), HIF1α signaling (*p* = 7.16E-04), and synaptic long term potentiation (*p* = 1.05E-03). 

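Of 15 measured targets of a list of genes of synaptic long-term depression and potentiation, 5 fell at 5 Gy, none rose and 10 did not pass the test (0 when adjusted over the list alone). The ratio was below 0 for each of the 15. The log2 ratio was -1.07 (standard error 0.345) and -0.80 (standard error 0.302) for the phosphatase subunits ppp2r2ca and ppp1r12c, -0.76 (standard error 0.304) for the protein kinase A subunit prkar1b and -0.80 (standard error 0.344) for the glutamate receptor subunit gria4a. Of the 5 that fell, all but gria4a are also entries of Supplementary Table 2, chosen by the study on these pools. The call for prkar1b was lost in 6 settings (the mean of probes, the paired form of the methods' t-test, and without control replicate 1 or 2 or 5 Gy replicate 1 or 2), that for ppp1r12c in 4 (the paired form, and without control replicate 1 or 2 or 5 Gy replicate 2), that for ppp2r2ca in 3 (the paired form, and without control replicate 1 or 2), and that for gria4a with the replicate number as a block and by the methods' t-test and its paired form. With the block gria4b (-0.84) passed. The list had a median of -0.53 (camera adjusted p = 2.67e-04, adjusted p = 0.528 with an estimated correlation, and adjusted p = 0.438 with fry), with medians of -0.48, -0.90 and -0.10 in replicate pairs 1, 2 and 3. It did not pass without 5 Gy replicate 2 (adjusted p = 0.109) or without control replicate 3 (adjusted p = 0.0834). None of 9 targets of calcium signalling passed the test (median -0.03, camera adjusted p = 0.954). Of 5 targets of CXCR4 signalling 1, mapk10, fell, and the median was 0.21 (camera adjusted p = 0.889), and with the block ptk2aa (0.96) passed as well. Of 6 targets of HIF1 signalling 1 rose, the heme oxygenase gene hmox1b, which Supplementary Table 1 lists, though not by the methods' t-test, and the median was 0.07 (camera adjusted p = 0.428). The counts adjusted over each of these 3 lists alone were 0. These 3 lists measured 9 of 76, 5 of 47 and 6 of 49 listed genes. The targets of the supplementary tables that belong to the same pathways were mostly lower, and like the 4 list members above they were chosen on these pools, so neither is independent evidence of a direction. The lists were written after that table had been read. They include ELMO1, which acts in cell migration and had a ratio of -1.76 (standard error 0.487) on the lower of its 2 targets, the ligand CXCL12 at -1.53 (standard error 0.408), the calcium channel TRPC1 at -0.74 (standard error 0.303), the calcium release channel ITPR3 at -0.91 (standard error 0.333), HIF1A at -0.75 (standard error 0.287) and the glucose transporter SLC2A1 at -1.36 (standard error 0.405). In the paired form of the methods' t-test HIF1A and SLC2A1 passed and the other 4 did not. The zebrafish-named elmo1 target had a ratio of -0.21 (standard error 0.352) and did not pass the test. The paper states that irradiation below the doses that cause gross malformation altered heart rate and the expression of genes with cardiovascular and neurological roles.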

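LIN7B, which keeps channels and receptors in place in the cell membrane, and GPR24, a receptor for melanin-concentrating hormone, were higher at 5 Gy, and RLN3, a relaxin hormone, and GANC, a glycosyl hydrolase of glycogen metabolism, were lower. The LIN7B target OTTDART00000024789 had a log2 value of 5.74 ± 0.347 in controls and 9.32 ± 0.980 at 5 Gy (SD, n = 3 pools each). Its control level lay at the 7.07th percentile of all targets. A second LIN7B target, OTTDART00000024788, rose by 3.28 on the log2 scale (standard error 0.539). The GPR24 target OTTDART00000024568 went from 6.36 ± 0.207 to 9.45 ± 0.141 (SD, n = 3 each), and a second one, TC256493, rose by 1.85 (standard error 0.381). RLN3 (OTTDART00000024306) went from 10.06 ± 0.407 to 7.86 ± 1.13, and GANC (AW419567) from 8.51 ± 1.10 to 6.56 ± 0.339 (SD, n = 3 each). The log2 ratio was 3.57 for LIN7B (standard error 0.487, adjusted p = 0.887 from limma), 3.08 for GPR24 (standard error 0.269, adjusted p = 0.0909), -2.20 for RLN3 (standard error 0.544, adjusted p = 0.905) and -1.95 for GANC (standard error 0.526, adjusted p = 0.905). All 4 met the thresholds of the methods. The control means of all LIN7B and GPR24 targets lay under 6.97, the limit of the dimmest 25% of targets. These means are not shown to lie above background, so the size of these ratios is not settled. In each case the 3 pools of one group all lay above the 3 of the other (exact permutation p = 0.1, two-sided, the smallest possible). The paper names these 4 genes for their large changes on the same pools, so neither this separation nor the thresholds met are independent evidence. The ratio in the 3 same-numbered pairs was 4.05, 2.75 and 3.92 for LIN7B, 3.13, 2.73 and 3.40 for GPR24, -3.53, -2.16 and -0.91 for RLN3, and -2.20, -3.18 and -0.48 for GANC. In both GPR24 targets the probe farthest from the others changed least, by 0.77 and 0.33 against medians of 3.24 and 2.08 for the other probes. In OTTDART00000024568 those other probes lie close together, at positions 118 to 182 against 898 for the far one. In TC256493 they lie at 124 to 342 against 1064. Their medians thus stand for a short part of each target and not for widely spaced readings. RLN3 and GANC met the thresholds by the methods' t-test but not in its paired form.

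**Figure D2:**
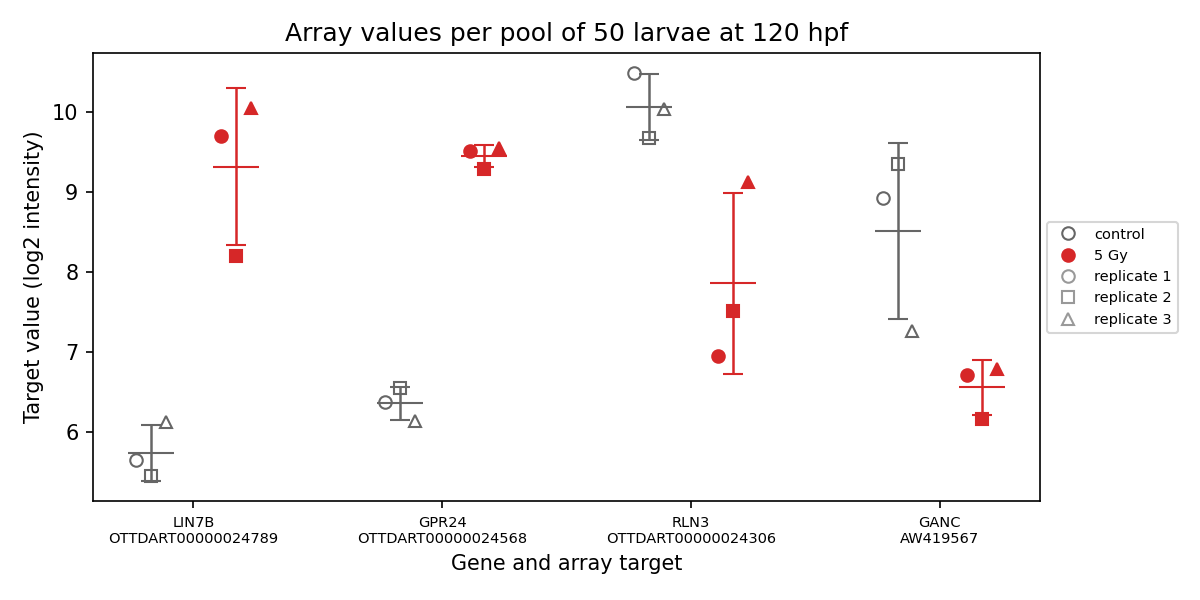
The y axis gives the log2 intensity of 1 target each of LIN7B, GPR24, RLN3 and GANC in the 3 control pools (open symbols) and the 3 pools at 5 Gy (filled symbols), with the symbol shape giving the replicate number and bars the mean ± SD. Means were 5.74 and 9.32 for LIN7B, 6.36 and 9.45 for GPR24, 10.06 and 7.86 for RLN3, and 8.51 and 6.56 for GANC in controls and at 5 Gy.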

Genes with the greatest change in expression included *LIN7B* with an average log_2_ expression ratio of 3.510, *GPR24* with an average log_2_ expression ratio of 3.150, *RLN3* with an average log_2_ expression ratio of -2.263, and *GANC* with an average log_2_ expression ratio of −2.012.

**Figure 2:**
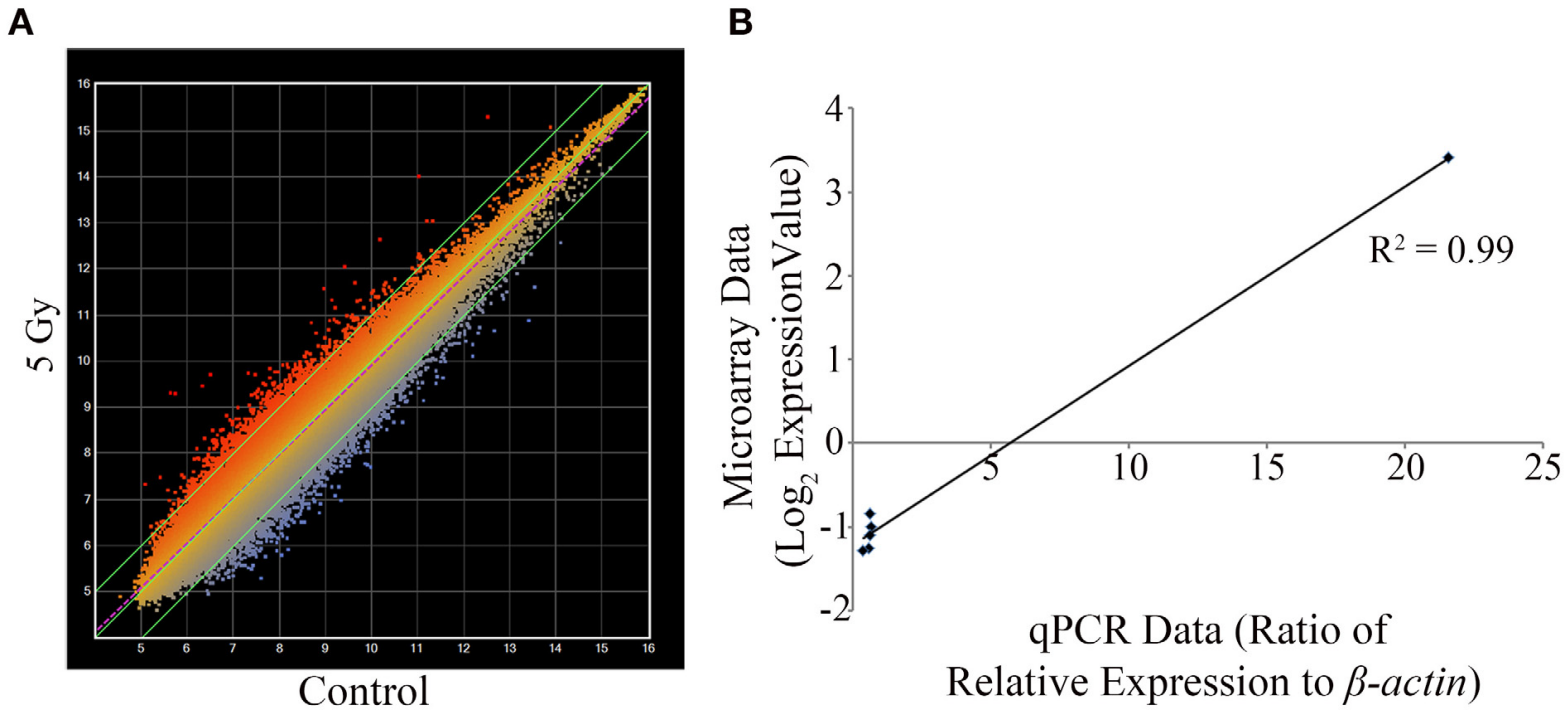
**Transcriptomic and qPCR comparative analysis at 5 Gy**. Mean intensity values for each probe are plotted with IR dosed larvae (y-axis) against control treatment (x-axis) **(A)**. Using set criteria 609 probes were altered at the 5 Gy dose. qPCR analysis was performed to compare gene expression changes detected on the microarray on six gene targets. A linear correlation was completed and statistical significance of the correlation determined using the Pearson's correlation coefficient test **(B)**. The data were statistically significant with a positive correlation between the microarray data and the qPCR data (*R*^2^ = 0.99, *R* = 0.995; *p* < 0.0001). The values for the microarray data are log_2_ expression values and for qPCR is the ratio of relative expression against β *-actin*. (*n* = 3).

**Table 2:** **Gene ontology of altered genes at 120 hpf in the 5 Gy treatment**.

**Biological function category**	***p*-value^a^**	**Number of genes^b^**
**DISEASES AND DISORDERS**		
Psychological disorders	3.43E-11—1.41E-02	64
Neurological disease	4.35E-11—1.41E-02	118
Skeletal and muscular disorders	3.61E-09—1.41E-02	95
Cardiovascular disease	3.51E-08—1.41E-02	77
Genetic disorders	6.22E-08—1.41E-02	161
**MOLECULAR AND CELLULAR FUNCTIONS**		
Cell-to-cell signaling and interaction	1.74E-07—1.41E-02	41
Cellular assembly and organization	2.71E-05—1.41E-02	40
Cellular function and maintenance	2.99E-05—1.41E-02	31
Small molecule biochemistry	2.99E-05—1.41E-02	41
Gene expression	1.98E-04—1.41E-02	7
**PHYSIOLOGICAL SYSTEM DEVELOPMENT AND DISEASE**		
Nervous system development and function	1.71E-05—1.41E-02	45
Tissue development	2.71E-05—1.41E-02	54
Behavior	4.02E-05—1.17E-03	27
Cardiovascular system development and function	4.65E-05—1.41E-02	23
Skeletal and muscular system development and function	1.69E-04—1.41E-02	18

a *Derived from the likelihood of observing the degree of enrichment in a gene set of a given size by chance alone*.

b *Classified as being differentially expressed that relate to the specified function category. A gene may be present in more than one category*.

Considering that one of the key enriched pathways in our genomic microarray analysis was cardiovascular disease and that recent studies indicate an association with IR exposure and cardiovascular disease (Darby et al., 2010; Little et al., 2010; Baker et al., 2011; McGale et al., 2011), a subset of genes with emphasis on those involved in cardiovascular development, function, and disease were chosen for confirmation of the microarray analysis using qPCR. Genes associated with cardiovascular development, function, or disease and chosen for qPCR analysis were *CACNA1D, GUCY1B3, NTRK3, PBX3*, and *PTPRE* (Table 3). In addition, *LIN7B* was also analyzed. 

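All 5 genes with a cardiovascular association were lower at 5 Gy on the arrays. NTRK3, a neurotrophin receptor, went from 10.52 ± 0.479 to 9.35 ± 0.329 in log2 value on target ENSDART00000091728 (SD, n = 3 pools each), a ratio of -1.17, and its other 2 targets had ratios of -1.49 and -1.10 (standard errors 0.369 and 0.333). PBX3, a homeobox factor, went from 12.07 ± 0.349 to 10.80 ± 0.718, PTPRE, a tyrosine phosphatase, from 8.67 ± 0.620 to 7.56 ± 0.201, and GUCY1B3, a subunit of the nitric oxide receptor guanylate cyclase, from 10.51 ± 0.276 to 9.51 ± 0.318 (SD, n = 3 each). CACNA1D, a pore subunit of voltage-gated calcium channels, went from 7.69 ± 0.273 to 6.83 ± 0.345 on one target (SD, n = 3 each) and had a ratio of -0.83 (standard error 0.293) on the other. All 8 targets met the thresholds of the methods by limma, with an adjusted p of 0.905 for each and a negative ratio in 3 of 3 pairs. In pair 3 the ratio was smaller than in the other pairs for each target shown in the plot, from -0.25 for PBX3 to -0.35 for GUCY1B3. The paper selected these genes from its own array list, so their direction is not independent evidence. It chose them to check the arrays by qPCR, because cardiovascular disease was among its enriched categories and because other studies link radiation to such disease. CACNA1D did not pass without control replicate 1 (-0.71 and -0.85) or 5 Gy replicate 1 (-0.73 and -0.65) nor with the mean of probes in place of median polish (-0.57 and -0.63), PTPRE without control replicate 1 or 2 (-0.87 and -1.00) or with the median of probes (-1.08), and PBX3 without control replicate 2 (-1.15). The CACNA1D target shown also lost its call without 5 Gy replicate 2, and the other without control replicate 2 or with the median of probes. By the methods' t-test all of the 6 genes but PBX3, LIN7B included, passed, and in its paired form LIN7B and the second CACNA1D target alone did.

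**Figure D3:**
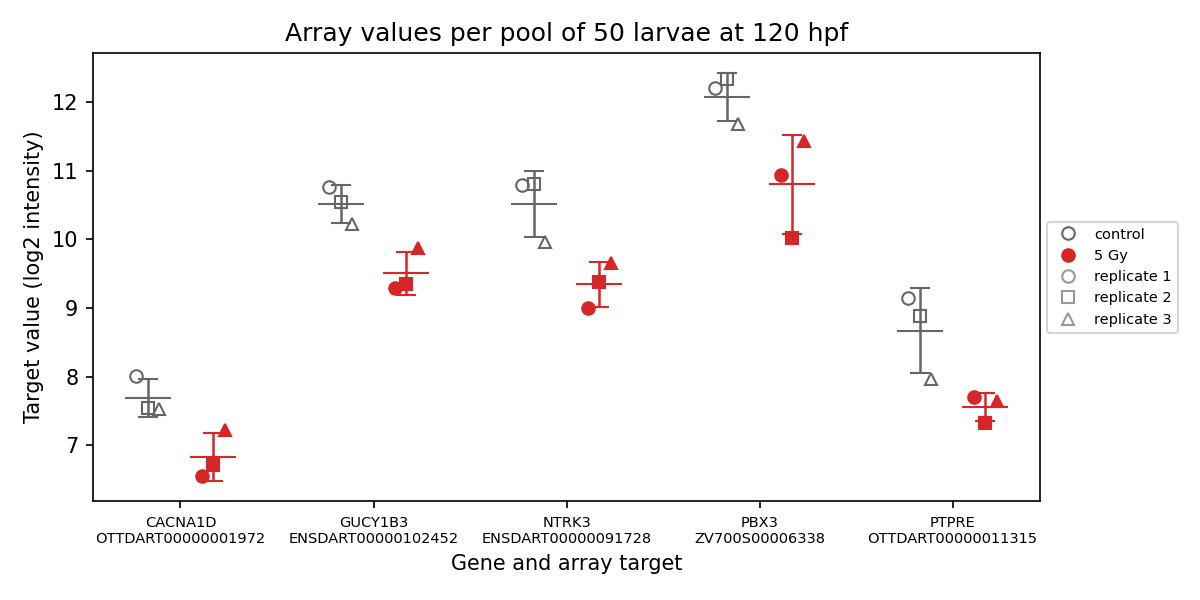
The y axis gives the log2 intensity of 1 target each of CACNA1D, GUCY1B3, NTRK3, PBX3 and PTPRE in the 3 control pools (open symbols) and the 3 pools at 5 Gy (filled symbols), with the symbol shape giving the replicate number and bars the mean ± SD. The 3 pools at 5 Gy lie below the 3 controls for every gene, with means from 7.69 against 6.83 for CACNA1D to 12.07 against 10.80 for PBX3.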

The linear relationship between the microarray data and the qPCR relative expression ratio was analyzed using Pearson's correlation coefficient. A statistically significant positive correlation between these two data sets (*R*^2^ = 0.99, *R* = 0.995; *p* < 0.0001, Figure 2B) was observed confirming gene expression alterations.

**Table 3:** **Genes targeted for qPCR and their associated functions**.

**SEQID**	**Gene symbol**	**Function and/or association with cardiovascular development, function, and disease^a^**	**References**
OTTDART00000001972	*CACNA1D*	Significant role in sinoatrial and atrioventricular nodes function and in atrial fibrillation	Mancarella et al., 2008; Qu et al., 2011; Zhang et al., 2011b
ENSDART00000102452	*GUCY1B3*	Involved in development of atrioventricular canal and is a genetic variant associated with regulation of blood pressure and hypertension	Groneberg et al., 2010; Chang et al., 2011; Ehret et al., 2011
OTTDART00000024789	*LIN7B*	Neurological system	Jo et al., 1999; Sudo et al., 2006
ENSDART00000091728	*NTRK3*	Pathogenic copy number variant in congenital heart disease and multiple congenital anomalies, involved in heart development, and down regulated in cardiac hypertrophy	Srivastava and Olson, 1996; Dimberg et al., 1997; Lin et al., 2000; Kawaguchi-Manabe et al., 2007; Goldmuntz et al., 2011
ZV700S00006338	*PBX3*	Down regulation associated with cardiac defects representing developmental abnormalities affecting distinct stages of cardiac outflow tract development and corresponds to specific types of human congenital cardiac defects	Stankunas et al., 2008
OTTDART00000011315	*PTPRE*	Role in cardiac excitability	Tiran et al., 2003

a *LIN7B is not previously associated with cardiovascular development, function, or disease*.

### Gene expression analysis at 1 and 2 Gy at 120 hpf

To investigate alterations of *CACNA1D, GUCY1B3, LIN7B, NTRK3, PBX3*, and *PTPRE* at lower IR doses, irradiation was repeated, and qPCR used to investigate gene expression alterations at 120 hpf at 1 and 2 Gy. No significant difference in gene expression was observed at these lower IR doses for *CACNA1D* (*p* = 0.1981), *GUCY1B3* (*p* = 0.4198), *NTRK3* (*p* = 0.9893), *PBX3* (*p* = 0.2534), or *PTPRE* (*p* = 0.9437), but a significant decrease in expression at both 1 and 2 Gy was observed for *LIN7B* (*p* = 0.0224) (Figure 3).

**Figure 3:**
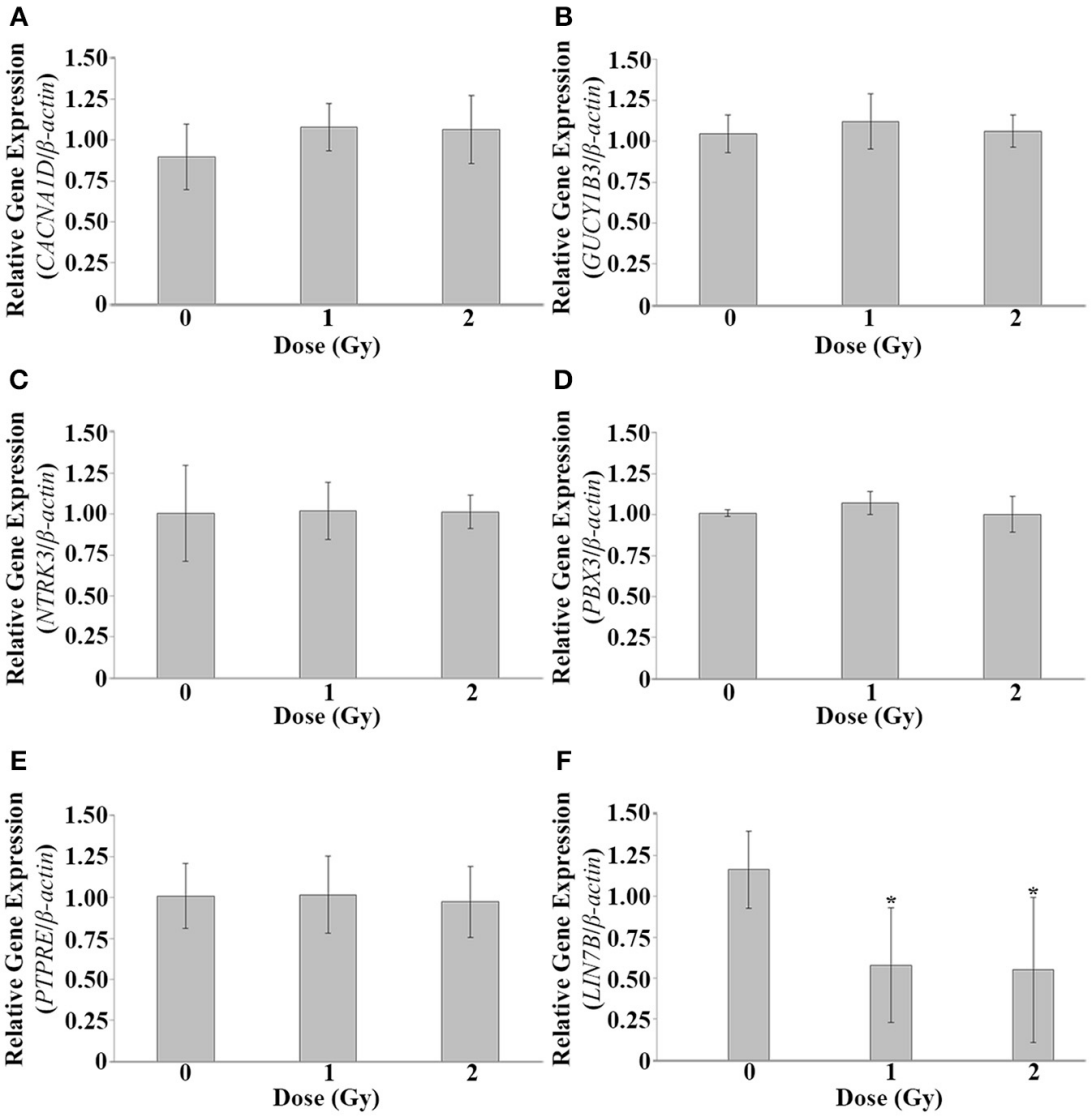
**Gene expression analysis at 1 and 2 Gy**. Gene expression alterations in *CACNA1D, GUCY1B3, LIN7B, NTRK3, PBX3*, and *PTPRE* were assessed at 120 hpf following dosing at 1 and 2 Gy at 26 hpf. No significant expression alterations were observed at these lower doses for *CACNA1D* **(A)**, *GUCY1B3* **(B)**, *NTRK3* **(C)**, *PBX3* **(D)**, or *PTPRE* **(E)**. A significant decrease in expression was observed at both 1 and 2 Gy for *LIN7B* **(F)**. (*n* = 5; ^*^p < 0.05; error bars depict standard deviation).

### Heart rate alterations at 1, 2, 5, and 10 Gy

To further investigate cardiovascular functional alterations associated with the IR doses used in our study, heart beat rate was measured at multiple time points throughout the developmental time course following IR exposure. During zebrafish development the initial peristaltic waves of contraction drive circulation and a heartbeat is visible by 24 hpf. Thus, a baseline heart rate measured as bpm was measured immediately preceding irradiation at 26 hpf. Heart rate was then measured in the same individual zebrafish at multiple time points throughout the developmental time course (26 hpf—immediately following irradiation, 48, 72, and 120 hpf). Similar to as reported in other studies, heart rate in our control treatment increased during development until reaching 180–200 bpm at 72 hpf (Glickman and Yelon, 2002; Incardona et al., 2004). Alterations in heart rate were dependent on dose with a significant increase in heart rate observed at 1, 2, and 5 Gy, while a significant decrease in heart rate was present in zebrafish irradiated at 10 Gy (Figure 4). Thus, irradiation at 26 hpf had significant and lasting alterations in heart rate.

**Figure 4:**
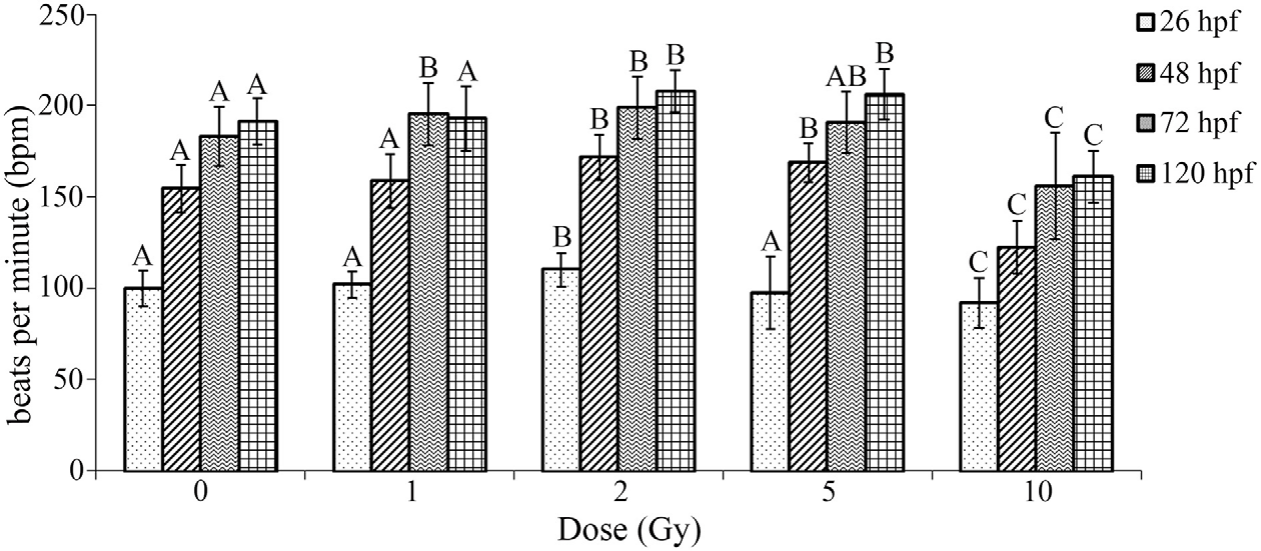
**Radiation induced alterations in heart rate in the zebrafish at 26, 48, 72, and 120 hpf**. At 26 hpf an increase in heart rate was observed at 2 Gy, while a decrease occurred at 10 Gy. At 48 hpf an increase in heart rate was observed at 2 and 5 Gy, while a decrease was seen at 10 Gy. At 72 hpf an increase in heart was observed at 1 and 2 Gy and the decrease in heart rate was still observed at 10 Gy. At 120 hpf an increase in heart was observed at 2 and 5 Gy, with a decrease in heart rate at 10 Gy. Overall during the developmental time course an increase in heart rate was observed at 1, 2, and 5 Gy, while a decrease in heart rate was seen at 10 Gy in comparison to the control. (*n* = 43–47; Different letters indicate significant differences compared to control at each time point at *p* < 0.05; error bars depict standard deviation).

## Discussion

IR is long established as a carcinogen with most studies focusing on DNA damage and mutations. Currently there are major knowledge gaps in characterizing the genetic and molecular mechanisms governing the relationship between IR exposure and diseases other than cancer. Recently, additional adverse health effects of IR were realized including alterations to the cardiovascular and nervous systems. Moreover, there is limited information on the immediate and latent effects of an embryonic exposure to these biological systems. To begin to elucidate IR toxicity in this study we first exposed embryonic zebrafish at 26 hpf to a range of IR doses to establish toxicity at doses that represent sublethal to potentially lethal whole body doses in humans. Zebrafish were observed through the developmental time course through 120 hpf and no significant increase in mortality or alterations in hatching rate was observed at any of the doses. In addition, an increase in malformations and a significant difference in morphology were only observed at 10 Gy. This initial toxicity assay provided baseline toxicity of IR in our laboratory at the specific doses at the specific developmental time point of exposure for comparison to previous completed studies with the zebrafish model system. Our findings are similar to those reported in the literature for radiation exposure at this developmental time point, while exposure at earlier developmental stages is reported as more toxic (McAleer et al., 2005; Geiger et al., 2006; Pereira et al., 2011). McAleer et al. (2005) and Geiger et al. (2006) observed that lethal effects of IR were inversely proportional to embryonic age with earlier embryonic stages (e.g., 2–6 hpf) being more sensitive to lethality than later embryonic stages (e.g., 8–24 hpf).

Previous studies using the zebrafish model system to evaluate ionizing radiation exposure have been used to assess general toxicity (e.g., mortality, hatching rates, gross morphological alterations, DNA damage, and apoptosis) (e.g., Bladen et al., 2007; Choi et al., 2010a,b, 2012a, 2013; Pereira et al., 2011; Sorrells et al., 2012; Yu et al., 2012; Toruno et al., 2014), to screen radiation protectors (McAleer et al., 2005; Geiger et al., 2006), and to assess the long-term effects on liver gene expression (Jaafar et al., 2013). To the best of our knowledge, no work is published on the effect of IR to heart rate using the zebrafish model. Heart rate is closely associated with cardiovascular function and the zebrafish near-transparent chorion permits visualization of internal organs including the heart during embryogenesis; hence, it is desirable to investigate how IR affects heart rate. During zebrafish development the initial peristaltic waves of contraction drive circulation and a heartbeat is visible by 24 hpf. Heart rate increases through the developmental time course until reaching 180–200 bpm between 48–72 hpf similar to what was observed in the fish in the control treatment (Glickman and Yelon, 2002; Incardona et al., 2004). At 120 hpf the heart has two chambers, the atrium and the ventricle. The atrium is located to the left and slightly posterior to the ventricle and the bulbus arteriosus is next the ventricle. Blood flows from the atrium to the ventricle and then through the bulbus ateriosus. Although the zebrafish heart is two-chambered compared to the four-chambered mammalian heart, the many processes of cell migration and differentiation involved in forming the zebrafish heart are parallel to those in mammalian heart development (Stainier, 2001). In this study an initial heart rate was attained at 24 hpf to attain a baseline heart rate prior to the IR exposure at 26 hpf. Heart rate analysis was conducted at multiple time points throughout the developmental time course and a significant decrease observed at 10 Gy, while a significant increase in heart rate was observed at 1, 2, and 5 Gy. While it can be concluded that the decrease in heart rate at 10 Gy is related to the gross malformations observed, the mechanism for the increase of heart rate at lower doses requires further investigation. Another potential mechanism for the increase and then decrease in heart rate could be explained by hormesis. Hormetic effects associated with exposure to alpha particles and microbeam photons were recently observed in zebrafish embryos (Choi et al., 2012a,b). Nonetheless, the increase in heart rate indicates a lasting cardiovascular impact of the developmental IR exposure and potential subtle alterations.

Zebrafish larvae at 120 hpf exposed to the highest dose of IR at which no significant difference was observed in malformations and morphology (5 Gy) were used for transcriptomic analysis to determine genetic targets and molecular pathways altered. Applying criteria from the Microarray Quality Control Consortium (Guo et al., 2006; Shi et al., 2006) a multi-tiered statistical processing approach was used and identified a differentially expressed gene list of 253 genes orthologous to human genes with established functions. 

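Changes of large size were rare at 5 Gy. Of the targets called altered by limma, 16 had a log2 ratio of at least 2 in size, 6 higher and 10 lower, and 861 had one of at least 1. The largest ratio belonged to TC239408, a target with no gene name, which went from 5.66 ± 0.105 to 9.36 ± 0.930 in log2 value (SD, n = 3 pools each), a ratio of 3.70 (standard error 0.452, adjusted p = 0.592 from limma). Its control level, at the 5.86th percentile, is not shown to lie above background, so the size of that ratio and its rank are not settled, and the ratio of LIN7B in the text of the paper equals a mean that includes this target. BC142849.1, also without a name, had a ratio of 3.01 (standard error 1.73) and did not pass the test, but passed with the replicate number as a block and without control replicate 3. The median ratio among altered targets was 1.06 in size on the log2 scale, or 2.08-fold, whereas over all targets it was 0.28, and 80.2% of all targets differed by less than 0.585. In the pair of pools numbered 3, 82.7% of the altered targets differed by less than 0.585.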

As observed in past studies in our laboratory when evaluating transcriptome changes at doses below those that cause gross morphological malformations, gene expression changes were not of high magnitude (Peterson et al., 2011; Weber et al., 2013). 

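No target passed a Benjamini-Hochberg adjusted p of 0.05 in limma, in which 1500 targets had an unadjusted p under 0.05, or by the methods' t-test, in which 1005 had. Both counts are below a share of 0.05 of the 37157 targets, which chance alone gives on average. They therefore do not show that many targets changed. The smallest adjusted p belonged to GPR24. With the replicate number as a block, 3 targets passed and all 3 rose: the LIN7B target OTTDART00000024789, the GPR24 target OTTDART00000024568 and the unnamed TC239408, each with an adjusted p of 0.0476 and higher in 3 of 3 pairs. The paper's ratio for LIN7B equals a mean that includes TC239408, so the 3 targets stand for 2 or 3 genes. None of the genes chosen for qPCR other than LIN7B passed in that fit. In data simulated with the means and spreads of these 37157 targets, limma gave an adjusted p under 0.05 to 0% of 100 targets changed by 1 on the log2 scale and to 66% of 100 changed by 3, the methods' t-test to 1% and 11%, and limma with the replicate block to 0% of either. At the thresholds of the methods limma called 73% and 99% of them. The simulated targets were drawn independently around means of probes, with no effect of replicate or array. The values for the block fit therefore do not gauge its power on the real pools. Without control replicate 3, 459 targets passed the adjusted test.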

As such to eliminate inflation of the false negative rate for this data set a Bonferroni correction test was not applied (please see Norris and Kahn, 2006 for a discussion of multiple correction tests not being applied in the analysis when gene expression changes are subtle and of smaller magnitude such as those observed in this study).

*LIN7B, GPR24, RLN3*, and *GANC* were the genes with the greatest magnitude of expression differences. *LIN7B* encodes a protein involved in protein binding and maintaining distribution of channels and receptors in the cell membrane and is involved in neurotransmitter secretion with previous association with schizophrenia. The protein encoded by *GPR24* is a member of the G protein-coupled receptor family 1 and is an integral plasma membrane protein which binds to melanin-concentrating hormone. The protein can inhibit cAMP accumulation and stimulate intracellular calcium flux. *RLN3* belongs to the family of relaxins that are endocrine and autocrine/paracrine hormones belonging to the insulin gene superfamily. In humans there are three non-allelic relaxin genes, *RLN1, RLN2*, and *RLN3*. While *RLN1* and *RLN2* share high sequence homology, *RLN3* does not. Relaxin has roles in the male and female reproductive system and also in regulating blood pressure, controlling heart rate, and releasing oxytocin and vasopressin. *GANC* encodes a glycosyl hydrolase enzyme that hydrolyzes the glycosidic bond between two or more carbohydrates or between a carbohydrate and non-carbohydrate moiety. This enzyme is key in glycogen metabolism and is associated with susceptibility to diabetes.

Few studies to date utilized transcriptomic technologies to investigate genetic mechanisms of IR response on non-cancer related health effects. These studies were conducted at a range of doses and in a variety of systems. All studies were conducted in either cell culture systems, in mature rodent models, or from adult human blood samples. Regardless, the differentially expressed gene list from this study was compared to each of these studies. There was minimal overlap between our differentially expressed gene list and those from the other studies. These differences are most likely due to the age of individuals, tissue analyzed, or in relation to dose response. There were similarities in up regulation of *CCNG1, MDM2*, and *RPS27L* and down regulation of *MAPK10* and *PAM* in previous studies with human lymphocytes and whole blood analysis (Fachin et al., 2007; Kabacik et al., 2011; Wyrobek et al., 2011). In addition, there was some overlap in genetic targets associated with cognitive function and neurological disease (e.g., *GRIA3* and *GRIN1*) in one study that analyzed 8–10 weeks male mice brain tissue 4 h after exposure to 0.1 or 2 Gy (Lowe et al., 2009). Furthermore, although there is limited overlap in the specific genetic targets, the top canonical pathways identified in our study and in the lower dose of 0.1 Gy are similar (i.e., synaptic long term depression and synaptic long term potentiation).

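The cyclin CCNG1, the p53 regulator MDM2 and the ribosomal protein gene RPS27L, all known targets of p53, were higher at 5 Gy. RPS27L rose by 0.84 on the log2 scale (standard error 0.327), MDM2 by 0.83 (standard error 0.285) on one target and 0.79 (standard error 0.272) on the other, and CCNG1 by 0.65 (standard error 0.277), each at the thresholds of the methods by limma. MAPK10, a stress-activated kinase of neurons, fell by 0.96 (standard error 0.338), while PAM, which amidates peptide hormones, had a ratio of -0.58 (standard error 0.288) and did not pass the test. All had an adjusted p of 0.905, and each ratio had one sign in 3 of 3 same-numbered pairs. The study had selected these targets on the same pools, and 605 of its 609 listed targets moved as listed in 3 pairs. Neither their direction nor its agreement between pairs is therefore independent evidence. Of other p53 targets in Supplementary Table 2, the repair nuclease ERCC5 rose by 1.02 (standard error 0.322) and PHLDA3 by 0.91 (standard error 0.323), and these were selected by the study on the same pools. The list of p53 targets and DNA damage genes with zebrafish symbols held 4 measured targets, xrcc4, sesn2, pmaip1 and ei24, of which none passed the test (0 when adjusted over the list alone, median 0.16, camera adjusted p = 0.347). With the replicate number as a block CCNG1 did not pass, by the methods' t-test RPS27L did not, in its paired form MAPK10 and ERCC5 did not, and with the median of probes CCNG1 and MAPK10 did not. Leaving out control replicate 1 ended the call for CCNG1 (0.54), RPS27L (0.71) and MAPK10 (-0.72), control replicate 2 for CCNG1 (0.61) and RPS27L (0.81), 5 Gy replicate 1 for CCNG1 (0.71), RPS27L (0.89) and MAPK10 (-0.86), 5 Gy replicate 2 for CCNG1 (0.66) and MAPK10 (-0.86), 5 Gy replicate 3 for CCNG1 (0.57), RPS27L (0.60) and the second MDM2 target (0.77), and control replicate 3 for the first MDM2 target (0.66).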

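Targets of the glutamate receptor genes GRIA3 and GRIN1 that the study had selected on these pools were lower at 5 Gy, and not all targets of the family were. GRIA3, an AMPA receptor subunit measured by the zebrafish gria3b target, went from 8.28 ± 0.650 to 7.08 ± 0.175 in log2 value (SD, n = 3 pools each), a ratio of -1.20 (standard error 0.368, adjusted p = 0.905 from limma). Of 2 targets named GRIN1, the obligate NMDA receptor subunit, one went from 12.87 ± 0.364 to 11.78 ± 0.487 and the other from 11.55 ± 0.229 to 10.67 ± 0.485 (SD, n = 3 each), ratios of -1.10 and -0.88 (standard errors 0.350 and 0.330). A further target with the zebrafish symbol grin1a had a ratio of -0.07 (standard error 0.458) and did not pass the test. Of the other AMPA receptor subunits with zebrafish symbols, gria4a fell by 0.80 (standard error 0.344), while gria4b at -0.84 (standard error 0.427), gria1a at -0.60 (standard error 0.515) and gria1b at -0.25 (standard error 0.351) did not pass. The GRIA3 target and both GRIN1 targets met the thresholds of the methods. The ratios in pairs 1, 2 and 3 were -1.65, -1.44 and -0.50 for GRIA3 and -1.81, -1.25 and -0.23 for the first GRIN1 target. GRIA3 did not pass without control replicate 2 (-0.98), the first GRIN1 target without control replicate 1 (-0.89), and the second without control replicate 1 (-0.79) or 2 (-0.85) or 5 Gy replicate 1 (-0.68) or 2 (-0.82) or with the median of probes (-0.50). None of these 3 targets passed in the paired form of the methods' t-test. With the replicate number as a block gria4b passed and gria4a did not, nor did gria4a by the methods' t-test.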

The dose of 5 Gy, albeit a higher dose of IR, was chosen for transcriptomic analysis as the highest dose for which no gross morphological measurements were observed and served as a starting point for this study for the assessment of gene expression alterations. To further investigate gene expression alterations, targeted expression analysis of five genes associated with cardiovascular functions and *LIN7B* was completed at 1 and 2 Gy. A significant decrease in expression of *LIN7B* was observed at both 1 and 2 Gy, while expression alterations were no longer observed for *CACNA1D, GUCY1B3, NTRK3, PBX3*, and *PTPRE*. Further work is needed to determine if overall enrichment of gene expression alteration categories are similar at the lower IR doses.

Overall this study indicates a developmental IR exposure at doses below those that induce gross morphological changes alters heart rate and expression of genes associated with cardiovascular and neurological development, function, and disease. This study furthers our understanding of the immediate IR induced biological responses during early development at the genetic level that trigger processes leading to short term cardiovascular effects. Future work is needed to define enrichment of gene expression alterations at the lower IR doses to provide additional information on transcriptome changes, to further investigate the functional impacts on the cardiovascular and nervous systems, and the lifespan consequences of the developmental IR exposure.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANOVA: analysis of variance
bpm: beats per minute
hpf: hours post fertilization
IR: ionizing radiation
LSD: least significant difference
qPCR: quantitative PCR.

# Supplementary material for: Embryonic ionizing radiation exposure results in expression alterations of genes associated with cardiovascular and neurological development, function, and disease and modified cardiovascular function in zebrafish
**Source:** Front Genet. 2014 Aug 7;5:268. doi: 10.3389/fgene.2014.00268
**Supplement:** Supplementary file 1

Supplementary Table 2. Genes altered at 120 hpf following irradiation at 5 Gy at 26 hpf.

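Supplementary Table 2 pairs each array target with the name of its human ortholog and the log2 ratio of 5 Gy to control. Of its 5 genes of plasma proteins made by the liver 4 were lower and 1, LCAT, was higher, and of the 10 targets that Supplementary Table 1 lists for these genes 9 fell and 1 rose. The protease inhibitor A2M had ratios of -1.36 (standard error 0.345), -1.09 (standard error 0.273) and -0.75 (standard error 0.296) on its 3 targets, and the complement gene C3 fell by 1.04 (standard error 0.269) on the lowest of 4. The astrocyte genes AQP4, a water channel, and GFAP, an intermediate filament, each rose by 1.11 (standard errors 0.316 and 0.273). RPE65, of the retinal pigment epithelium, fell by 1.06 (standard error 0.322). MYBPC3, a sarcomere protein of the heart, rose by 0.87 and 0.74 (standard errors 0.320 and 0.287), KDR, a receptor of vascular endothelium, fell by 0.94 (standard error 0.290) and SHOX2, a factor of the cardiac pacemaker, fell by 0.98 (standard error 0.353). All of these met the thresholds of the methods by limma at an adjusted p of 0.905. By the methods' t-test LCAT and SHOX2 did not pass, and in its paired form neither they nor KDR nor 1 of the MYBPC3 and 2 of the A2M targets did. They were chosen by the study on the same pools and grouped here after the table was seen, so their direction is not independent evidence. Zebrafish-named targets outside the supplementary tables did not pass by limma: kdr at -0.16 (standard error 0.351), and the complement genes c3a.2 at -0.79 and c3a.6 at -0.09. With the replicate number as a block c3a.2 passed.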

| Gene Name        | SEQ_ID             | Log <sub>2</sub> Expression Ratio | P-value |
|------------------|--------------------|-----------------------------------|---------|
| <i>A2M</i>       | ZV700S00004956     | -1.36854                          | 0.0171  |
| <i>A2ML1</i>     | TC247070           | -1.01073                          | 0.00964 |
| <i>ABAT</i>      | ZV700S00005573     | -0.95563                          | 0.0332  |
| <i>ABCB1</i>     | TC253259           | 0.95986                           | 0.0342  |
| <i>ABCC8</i>     | ENSDART00000073586 | -0.61084                          | 0.0322  |
| <i>ABCF2</i>     | ZV700S00006587     | -1.0287                           | 0.0125  |
| <i>ABCG4</i>     | OTTDART00000021604 | -0.79367                          | 0.0367  |
| <i>ABHD3</i>     | NM_001004569       | -0.73556                          | 0.0343  |
| <i>ACBD5</i>     | OTTDART00000028853 | -0.91204                          | 0.0413  |
| <i>AFF2</i>      | ENSDART00000074070 | -0.63573                          | 0.0179  |
| <i>AKT3</i>      | ENSDART00000092167 | -0.6032                           | 0.00574 |
| <i>ALDH1L2</i>   | ZV700S00002783     | -0.9924                           | 0.0272  |
| <i>AMIGO1</i>    | OTTDART00000013768 | -1.11147                          | 0.012   |
| <i>ANK2</i>      | ZV700S00002636     | -1.189                            | 0.0305  |
| <i>APBA2</i>     | ENSDART00000092406 | -0.623                            | 0.045   |
| <i>AQP4</i>      | OTTDART00000005078 | 1.121                             | 0.0154  |
| <i>ARHGAP11A</i> | TC253885           | 0.96203                           | 0.0273  |
| <i>ARHGEF9</i>   | ZV700S00005847     | -1.71773                          | 0.0487  |
| <i>ARHT1</i>     | ZV700S00001490     | -1.47584                          | 0.0249  |
| <i>ATP1A2</i>    | OTTDART00000024863 | 0.96054                           | 0.0121  |
| <i>ATP1A4</i>    | TC239803           | -1.6361                           | 0.00923 |
| <i>ATP5J</i>     | ZV700S00003653     | 0.6438                            | 0.036   |
| <i>BAZ2A</i>     | ZV700S00004851     | -0.79854                          | 0.0465  |
| <i>BCAP31</i>    | OTTDART00000001758 | 0.65747                           | 0.0154  |
| <i>BCMO1</i>     | NM_200608          | 1.2866                            | 0.0188  |
| <i>BIRC5</i>     | ZV700S00001496     | 0.68934                           | 0.0334  |
| <i>BIVM</i>      | OTTDART00000024486 | -1.08777                          | 0.0433  |
| <i>BRUNOL4</i>   | OTTDART00000029266 | -1.13107                          | 0.0358  |
| <i>C16orf44</i>  | NM_001020580       | -0.6237                           | 0.0269  |
| <i>C1GALT1</i>   | OTTDART00000017572 | 0.93586                           | 0.0342  |
| <i>C1orf63</i>   | OTTDART00000029673 | -0.66617                          | 0.0412  |
| <i>C20orf39</i>  | OTTDART00000006460 | -1.1565                           | 0.049   |
| <i>C3</i>        | OTTDART00000023872 | -1.05893                          | 0.00195 |
| <i>C3orf32</i>   | OTTDART00000014521 | 0.7115                            | 0.0296  |
| <i>C6orf125</i>  | ZV700S00002641     | -1.59927                          | 0.0406  |
| <i>CA10</i>      | TC251476           | -1.10223                          | 0.0493  |
| <i>CACNA1B</i>   | OTTDART00000021541 | -0.60084                          | 0.0222  |
| <i>CACNA1D</i>   | OTTDART00000001972 | -0.86726                          | 0.0298  |

|                |                    |          |         |
|----------------|--------------------|----------|---------|
| <i>CACNG8</i>  | OTTDART00000020556 | -0.62593 | 0.016   |
| <i>CAPRIN2</i> | OTTDART00000009238 | 0.6617   | 0.0234  |
| <i>CCNF</i>    | ZV700S00005353     | 0.87644  | 0.0466  |
| <i>CCNG1</i>   | ZV700S00000580     | 0.67903  | 0.0171  |
| <i>CD109</i>   | ENSDART00000085567 | 0.65547  | 0.00278 |
| <i>CHRNA3</i>  | NM_001042684       | -0.63477 | 0.0116  |
| <i>CHRNE</i>   | OTTDART00000022349 | 1.17784  | 0.0119  |
| <i>CHRNA3</i>  | ZV700S00001710     | 0.83193  | 0.0105  |
| <i>CHTF18</i>  | ZV700S00003039     | -0.5904  | 0.0195  |
| <i>CIRBP</i>   | OTTDART00000012149 | -0.91967 | 0.0139  |
| <i>CNFN</i>    | OTTDART00000028225 | 0.77534  | 0.0485  |
| <i>COL8A1</i>  | AI397462           | -1.34684 | 0.00586 |
| <i>COX6A2</i>  | OTTDART00000027810 | 1.33047  | 0.0159  |
| <i>CPSF3</i>   | OTTDART00000006434 | -0.63777 | 0.0233  |
| <i>CRYGB</i>   | OTTDART00000027354 | 0.92503  | 0.0178  |
| <i>CSMD1</i>   | ZV700S00002528     | -1.2282  | 0.0426  |
| <i>CTSS</i>    | ZV700S00004121     | 1.02934  | 0.00618 |
| <i>CUTL2</i>   | BI867269           | 0.84156  | 0.0337  |
| <i>CXCL12</i>  | ZV700S00002779     | -1.55127 | 0.0255  |
| <i>CYGB</i>    | ENSDART00000074114 | -1.12923 | 0.0411  |
| <i>CYP4V2</i>  | NM_001077602       | -1.0881  | 0.0437  |
| <i>CYR61</i>   | OTTDART00000023492 | 0.7046   | 0.00413 |
| <i>DAB2IP</i>  | ZV700S00002086     | -1.63914 | 0.0398  |
| <i>DDC</i>     | OTTDART00000026263 | -0.63154 | 0.00918 |
| <i>DES</i>     | ZV700S00005046     | 0.64844  | 0.0427  |
| <i>DIDO1</i>   | TC239513           | -0.97793 | 0.0367  |
| <i>DISP2</i>   | OTTDART00000025626 | -1.18507 | 0.0404  |
| <i>DLG5</i>    | AI721513           | -0.96627 | 0.00675 |
| <i>DMRT1</i>   | OTTDART00000022546 | -1.00837 | 0.0207  |
| <i>DNAJB1</i>  | ZV700S00004307     | 0.60714  | 0.0223  |
| <i>DOPEY2</i>  | ENSDART00000078256 | -0.73607 | 0.0474  |
| <i>DTNB</i>    | AY423026.1         | 0.69626  | 0.0419  |
| <i>ECHDC1</i>  | OTTDART00000028197 | 1.57764  | 0.0246  |
| <i>ECM2</i>    | OTTDART00000013676 | -0.73817 | 0.0136  |
| <i>EFCBP2</i>  | OTTDART00000017757 | -1.13717 | 0.0238  |
| <i>EFNA5</i>   | ZV700S00003078     | -0.8819  | 0.033   |
| <i>EIF4A1</i>  | ZV700S00004747     | -0.7997  | 0.0469  |
| <i>ELA1</i>    | OTTDART00000010719 | -0.69564 | 0.0419  |
| <i>ELAVL4</i>  | ZV700S00005259     | -0.9701  | 0.0447  |
| <i>ELMO1</i>   | TC250436           | -1.76654 | 0.0425  |
| <i>EN2</i>     | ZV700S00005482     | -0.9911  | 0.0434  |

|                |                    |          |           |
|----------------|--------------------|----------|-----------|
| <i>ENTPD5</i>  | ENSDART00000103381 | 0.95053  | 0.0173    |
| <i>ERCC5</i>   | NM_001014315       | 1.05934  | 0.0222    |
| <i>ERH</i>     | NM_001020474       | -0.65674 | 0.0273    |
| <i>EVPL</i>    | ENSDART00000082000 | -1.0866  | 0.0365    |
| <i>FAM57B</i>  | BM316705           | -1.24927 | 0.0452    |
| <i>FGF17</i>   | OTTDART00000025743 | 0.62754  | 0.0263    |
| <i>FNDC5</i>   | OTTDART00000024987 | -0.7439  | 0.0447    |
| <i>FOSL2</i>   | ZV700S00000052     | -0.8062  | 0.0422    |
| <i>FOXI1</i>   | ZV700S00003468     | 0.7009   | 0.0304    |
| <i>FTH1</i>    | OTTDART00000027842 | 1.2383   | 0.0113    |
| <i>GAD2</i>    | TC251199           | -1.98417 | 0.0346    |
| <i>GALK2</i>   | OTTDART00000028766 | 0.89866  | 0.0401    |
| <i>GANC</i>    | AW419567           | -2.01243 | 0.0349    |
| <i>GFAP</i>    | OTTDART00000024795 | 1.10363  | 0.00271   |
| <i>GNAZ</i>    | ENSDART00000100865 | -1.01973 | 0.0493    |
| <i>GNE</i>     | ZV700S00002387     | -1.48146 | 0.0202    |
| <i>GPR12</i>   | OTTDART00000018851 | -0.87176 | 0.0325    |
| <i>GPR161</i>  | OTTDART00000001380 | 0.6811   | 0.00151   |
| <i>GPR24</i>   | OTTDART00000024568 | 3.15034  | 0.0000376 |
| <i>GPT</i>     | ENSDART00000078033 | 1.1587   | 0.0441    |
| <i>GRAMD3</i>  | ENSDART00000090534 | 0.7888   | 0.00469   |
| <i>GREM2</i>   | ZV700S00003176     | 0.86534  | 0.0128    |
| <i>GRIA2</i>   | ZV700S00002825     | -1.39703 | 0.0281    |
| <i>GRIA3</i>   | NM_198360          | -1.197   | 0.0374    |
| <i>GRIN1</i>   | ENSDART00000034849 | -1.0996  | 0.0353    |
| <i>GTPBP1</i>  | BC056806.1         | 0.87336  | 0.0113    |
| <i>GUCY1B3</i> | ENSDART00000102452 | -1.0038  | 0.0148    |
| <i>HACE1</i>   | ENSDART00000089855 | -0.9141  | 0.0366    |
| <i>HDAC1</i>   | ZV700S00004348     | -1.18943 | 0.0299    |
| <i>HIF1A</i>   | OTTDART00000026595 | -0.7548  | 0.0225    |
| <i>HK3</i>     | ZV700S00000175     | 0.719    | 0.0488    |
| <i>HOOK1</i>   | OTTDART00000005998 | -0.91374 | 0.00338   |
| <i>HOXA11</i>  | TC263754           | 0.69284  | 0.00966   |
| <i>HOXA9</i>   | ZV700S00003220     | 0.98777  | 0.0432    |
| <i>IGFN1</i>   | NM_001014317       | 1.16497  | 0.0389    |
| <i>IGSF4D</i>  | BC057517.1         | -1.1433  | 0.0403    |
| <i>IL6R</i>    | ENSDART00000103256 | -0.65753 | 0.0418    |
| <i>ITIH3</i>   | ZV700S00002489     | -0.8635  | 0.0423    |
| <i>ITPR3</i>   | ZV700S00003930     | -0.9105  | 0.0429    |
| <i>KCNIP1</i>  | OTTDART00000028396 | -1.10627 | 0.0491    |
| <i>KCNJ3</i>   | OTTDART00000021895 | -0.5976  | 0.0147    |

|                |                    |          |         |
|----------------|--------------------|----------|---------|
| <i>KCTD13</i>  | ZV700S00001150     | -1.42326 | 0.0497  |
| <i>KDR</i>     | ZV700S00006270     | -0.94834 | 0.00842 |
| <i>LCAT</i>    | ENSDART00000103791 | 0.77643  | 0.0468  |
| <i>LENG9</i>   | ZV700S00000695     | 0.63583  | 0.0343  |
| <i>LIN7B</i>   | OTTDART00000024789 | 3.58846  | 0.00369 |
| <i>LOX</i>     | BC066465.1         | 0.85383  | 0.0477  |
| <i>LPHN3</i>   | OTTDART00000014178 | -0.99294 | 0.0383  |
| <i>LPIN2</i>   | OTTDART00000011687 | -0.61363 | 0.0234  |
| <i>LRP15</i>   | BI709645           | -1.229   | 0.0448  |
| <i>LRRTM2</i>  | ENSDART00000105477 | -1.21123 | 0.0412  |
| <i>LUZP2</i>   | OTTDART00000030541 | -1.26146 | 0.048   |
| <i>LYPLA3</i>  | BC066589.1         | 0.7435   | 0.0357  |
| <i>M17S2</i>   | TC250619           | -0.84574 | 0.032   |
| <i>MAMDC1</i>  | ENSDART00000033943 | -0.93257 | 0.0416  |
| <i>MAP2K5</i>  | ENSDART00000052404 | -0.7164  | 0.044   |
| <i>MAP6</i>    | TC242539           | -1.48267 | 0.032   |
| <i>MAPK10</i>  | NM_001037701       | -0.9612  | 0.0421  |
| <i>MDM2</i>    | OTTDART00000027215 | 0.79907  | 0.00703 |
| <i>MED11</i>   | ZV700S00006025     | -0.73617 | 0.0371  |
| <i>MGC3123</i> | TC241341           | 1.49166  | 0.00363 |
| <i>MIA2</i>    | OTTDART00000007261 | 0.814    | 0.0318  |
| <i>MIF4GD</i>  | NM_001013284       | 0.64123  | 0.0376  |
| <i>MMP25</i>   | TC256272           | 0.74877  | 0.0273  |
| <i>MPP2</i>    | ZV700S00002781     | -1.65887 | 0.0419  |
| <i>MRAS</i>    | OTTDART00000010901 | -1.1908  | 0.0431  |
| <i>MSP</i>     | TC260416           | 0.63037  | 0.0432  |
| <i>MTHFD2</i>  | ZV700S00005549     | 0.65467  | 0.0314  |
| <i>MTMR1</i>   | OTTDART00000027753 | -0.76634 | 0.0425  |
| <i>MTMR12</i>  | OTTDART00000022562 | -0.7614  | 0.0192  |
| <i>MYBPC1</i>  | ZV700S00003536     | 0.80864  | 0.0118  |
| <i>MYBPC3</i>  | OTTDART00000013552 | 0.8642   | 0.0487  |
| <i>MYCBP</i>   | ZV700S00001871     | -0.59037 | 0.015   |
| <i>MYOM3</i>   | ENSDART00000083574 | 0.8528   | 0.05    |
| <i>NAT2</i>    | OTTDART00000015877 | -0.6101  | 0.0326  |
| <i>NCOA7</i>   | ZV700S00003203     | 1.15347  | 0.0378  |
| <i>NGFB</i>    | NM_199210          | 0.72526  | 0.037   |
| <i>NIF3L1</i>  | OTTDART00000027738 | 0.68223  | 0.00607 |
| <i>NOD2</i>    | ENSDART00000052380 | -0.7338  | 0.0336  |
| <i>NPHS2</i>   | OTTDART00000011636 | -0.7927  | 0.00931 |
| <i>NTRK3</i>   | ENSDART00000091728 | -1.19073 | 0.0263  |
| <i>OGFR</i>    | OTTDART00000001830 | -0.62194 | 0.00877 |

|                 |                    |          |         |
|-----------------|--------------------|----------|---------|
| <i>OSGIN2</i>   | ENSDART00000058973 | -1.49373 | 0.0127  |
| <i>OTOF</i>     | OTTDART00000006081 | -0.77694 | 0.0302  |
| <i>P12757</i>   | ENSDART00000031426 | -0.6537  | 0.0175  |
| <i>PAM</i>      | ZV700S00002386     | -0.59047 | 0.0489  |
| <i>PANK1</i>    | ZV700S00001261     | -1.1725  | 0.0393  |
| <i>PANX2</i>    | OTTDART00000015055 | -0.82543 | 0.00361 |
| <i>PARP6</i>    | TC242268           | -0.70996 | 0.0343  |
| <i>PBX3</i>     | ZV700S00006338     | -1.28033 | 0.05    |
| <i>PCAF</i>     | OTTDART00000020582 | -0.6835  | 0.0273  |
| <i>PCDHA7</i>   | NM_001009586       | -1.1653  | 0.0419  |
| <i>PDE6C</i>    | OTTDART00000025659 | -0.71183 | 0.0355  |
| <i>PDSS1</i>    | TC259818           | 1.18557  | 0.0352  |
| <i>PFKM</i>     | ZV700S00001077     | 1.1664   | 0.0223  |
| <i>PGM2</i>     | OTTDART00000023819 | -0.62243 | 0.00394 |
| <i>PHLDA3</i>   | ZV700S00000355     | 0.9205   | 0.0399  |
| <i>PMPCA</i>    | ZV700S00004129     | 0.7752   | 0.0291  |
| <i>PPM1A</i>    | OTTDART00000026160 | -0.61254 | 0.0169  |
| <i>PPP1R12C</i> | NM_001077579       | -0.8463  | 0.0207  |
| <i>PPP2R2C</i>  | NM_001037394       | -1.06957 | 0.0361  |
| <i>PREB</i>     | TC252253           | 1.00963  | 0.0208  |
| <i>PRG4</i>     | OTTDART00000006801 | -0.91513 | 0.0388  |
| <i>PRKAG3</i>   | TC263913           | 0.61887  | 0.0279  |
| <i>PRKAR1B</i>  | NM_001076623       | -0.76413 | 0.0368  |
| <i>PRKCE</i>    | TC253177           | -0.93287 | 0.0417  |
| <i>PRMT8</i>    | OTTDART00000008711 | -0.656   | 0.0354  |
| <i>PRNP</i>     | OTTDART00000025538 | -0.94566 | 0.0289  |
| <i>PRR12</i>    | ZV700S00006606     | 1.51936  | 0.00397 |
| <i>PSMB8</i>    | OTTDART00000011486 | 0.80057  | 0.0289  |
| <i>PTBP3</i>    | ZV700S00005657     | -0.71823 | 0.0225  |
| <i>PTPRE</i>    | OTTDART00000011315 | -1.1039  | 0.0413  |
| <i>PYGM</i>     | NM_001020628       | 0.6843   | 0.0101  |
| <i>RALGPS2</i>  | ENSDART00000098840 | -1.50417 | 0.048   |
| <i>RBMS3</i>    | NM_001076716       | -0.596   | 0.0193  |
| <i>RHO</i>      | OTTDART00000031060 | -0.64427 | 0.0441  |
| <i>RLN3</i>     | OTTDART00000024306 | -2.2625  | 0.0404  |
| <i>RNF103</i>   | BC081585.1         | -0.61974 | 0.016   |
| <i>RNPEP</i>    | OTTDART00000028952 | 0.7797   | 0.0202  |
| <i>RPC8</i>     | ZV700S00000938     | 0.60897  | 0.0485  |
| <i>RPE65</i>    | ZV700S00000674     | -1.04703 | 0.0243  |
| <i>RPL13</i>    | TC239904           | 0.6126   | 0.0326  |
| <i>RPS16</i>    | TC257587           | 0.6902   | 0.0334  |

|                 |                    |          |         |
|-----------------|--------------------|----------|---------|
| <i>RPS27L</i>   | ZV700S00006205     | 0.88734  | 0.0456  |
| <i>RTN4</i>     | OTTDART00000024325 | 0.6105   | 0.0165  |
| <i>RUFY2</i>    | ZV700S00003814     | -1.63843 | 0.0275  |
| <i>RUNDC3A</i>  | ENSDART00000002393 | -1.26373 | 0.044   |
| <i>SACS</i>     | ENSDART00000080251 | -1.03377 | 0.0425  |
| <i>SHOX2</i>    | OTTDART00000029429 | -0.9931  | 0.0484  |
| <i>SLBP</i>     | ZV700S00001073     | 0.69867  | 0.0481  |
| <i>SLC17A6</i>  | NM_001009982       | -1.22184 | 0.0148  |
| <i>SLC24A2</i>  | ZV700S00000328     | -0.75367 | 0.046   |
| <i>SLC24A3</i>  | ENSDART00000048249 | -0.97753 | 0.0292  |
| <i>SLC24A4</i>  | OTTDART00000029523 | -1.295   | 0.0188  |
| <i>SLC25A14</i> | OTTDART00000026697 | -0.94977 | 0.00758 |
| <i>SLC2A1</i>   | OTTDART00000027037 | -1.347   | 0.0417  |
| <i>SLC35F2</i>  | ZV700S00003527     | -0.75633 | 0.0407  |
| <i>SLC44A4</i>  | OTTDART00000032117 | -1.10833 | 0.0293  |
| <i>SLC6A1</i>   | ZV700S00004453     | -1.53236 | 0.0371  |
| <i>SLC6A15</i>  | OTTDART00000030863 | -1.18103 | 0.0222  |
| <i>SMYD1</i>    | NM_001039636       | 0.7899   | 0.0461  |
| <i>SNRK</i>     | OTTDART00000028946 | -1.07687 | 0.0489  |
| <i>SPEG</i>     | OTTDART00000024736 | -1.5485  | 0.0431  |
| <i>SPTBN1</i>   | ZV700S00003416     | -0.66027 | 0.0456  |
| <i>SV2C</i>     | OTTDART00000022585 | -0.6728  | 0.0235  |
| <i>SVIL</i>     | ZV700S00004040     | -1.30117 | 0.00957 |
| <i>SYNGR1</i>   | OTTDART00000024343 | -0.70787 | 0.0126  |
| <i>SYT7</i>     | TC263189           | -1.4999  | 0.0435  |
| <i>TCAP</i>     | ENSDART00000007293 | 0.60993  | 0.0499  |
| <i>TMEM170</i>  | OTTDART00000015563 | -1.441   | 0.0398  |
| <i>TMEM181</i>  | OTTDART00000008059 | 1.15683  | 0.0309  |
| <i>TMEM90A</i>  | OTTDART00000005496 | -0.84873 | 0.0468  |
| <i>TMX2</i>     | ZV700S00002576     | 0.86446  | 0.0407  |
| <i>TNRC4</i>    | ENSDART00000105482 | -1.1834  | 0.0218  |
| <i>TOM1L2</i>   | ENSDART00000097345 | 0.65634  | 0.0323  |
| <i>TRHDE</i>    | OTTDART00000009401 | -1.10667 | 0.0245  |
| <i>TRIM9</i>    | ZV700S00000557     | -0.8197  | 0.0498  |
| <i>TRIP13</i>   | BC056713.1         | 0.6603   | 0.0268  |
| <i>TRPC1</i>    | ENSDART00000087034 | -0.74084 | 0.0419  |
| <i>TSHR</i>     | ENSDART00000054086 | 0.7397   | 0.05    |
| <i>TSHZ2</i>    | ZV700S00002102     | -0.6393  | 0.0283  |
| <i>TTN</i>      | OTTDART00000014487 | -0.81883 | 0.0371  |
| <i>UNC13A</i>   | OTTDART00000011927 | -1.079   | 0.0204  |
| <i>USP28</i>    | ENSDART00000003076 | 0.67924  | 0.0332  |

|               |                    |          |         |
|---------------|--------------------|----------|---------|
| <i>WLS</i>    | OTTDART00000031307 | 0.61123  | 0.0466  |
| <i>WNT16</i>  | OTTDART00000023277 | 0.73257  | 0.0253  |
| <i>WSCD1</i>  | TC267124           | -1.14006 | 0.00906 |
| <i>XDH</i>    | OTTDART00000011696 | -0.67927 | 0.0245  |
| <i>XKR4</i>   | NM_001012258       | -1.14047 | 0.0469  |
| <i>XRCC4</i>  | NM_200786          | 0.66026  | 0.0485  |
| <i>YARS</i>   | OTTDART00000021451 | -0.6637  | 0.0313  |
| <i>ZBED4</i>  | OTTDART00000012923 | -0.7997  | 0.00291 |
| <i>ZBTB22</i> | OTTDART00000002432 | -0.5947  | 0.0127  |
| <i>ZNF438</i> | NM_001077161       | -0.60287 | 0.0181  |

# Supplementary material for: Embryonic ionizing radiation exposure results in expression alterations of genes associated with cardiovascular and neurological development, function, and disease and modified cardiovascular function in zebrafish
**Source:** Front Genet. 2014 Aug 7;5:268. doi: 10.3389/fgene.2014.00268
**Supplement:** Supplementary file 1

Supplementary Data

The data sets supporting the results of this article are included within the article and its additional files. Supplementary Table 1 contains all probes that were altered in the 5 Gy treatment analyzed by gene expression microarray at 120 hpf. Supplementary Table 2 contains all sequence IDs with their human homolog that was altered in the 5 Gy treatment analyzed by gene expression microarray at 120 hpf.

# Supplementary material for: Embryonic ionizing radiation exposure results in expression alterations of genes associated with cardiovascular and neurological development, function, and disease and modified cardiovascular function in zebrafish
**Source:** Front Genet. 2014 Aug 7;5:268. doi: 10.3389/fgene.2014.00268
**Supplement:** Supplementary file 1

Supplementary Table 1. Probes with altered expression at 120 hpf following irradiation at 5 Gy at 26 hpf.

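Supplementary Table 1 lists array targets, each a set of up to 12 probes, with the log2 ratio of 5 Gy to control and the p of the methods' t-test. LIN7B, GPR24, RLN3 and GANC are among its 609 targets, of which 330 carry no gene name in Supplementary Table 2. All 609 had the listed sign in the deposited values, and the ratios correlated with the listed ones at r = 0.999 across targets, which are not independent replicates. By limma 492 met the thresholds of the methods, 164 higher and 328 lower, and 532 did by the t-test of the methods. A further 37 targets that met them by that test are not listed. The listed lower targets had medians of -1.12, -1.19 and -0.38 in replicate pairs 1, 2 and 3, and the listed higher targets 0.97, 0.96 and 0.49. The change in the listed direction was at least 0.585 for 88.8% of the targets in pair 1, 89.0% in pair 2 and 27.8% in pair 3, and 605 targets moved as listed in 3 pairs and 4 in 2. These targets were chosen on the same pools, so their shared direction is not independent evidence.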

SEQ_ID	Gene	Log ₂<br>Expression<br>Ratio	P value
AI397462	<i>COL8A1</i>	-1.347	0.0059
AI641363		-0.696	0.0154
AI721513	<i>DLG5</i>	-0.966	0.0068
AL916416		1.239	0.0171
AL925726		1.159	0.0336
AW019339		-0.895	0.0465
AW280155		-1.416	0.0356
AW419567	<i>GANC</i>	-2.012	0.0349
AW420546		-0.961	0.0365
AY423026.1	<i>DTNB</i>	0.696	0.0419
BC055245.1	<i>BC055245.1</i>	-0.857	0.0488
BC056713.1	<i>BC056713.1</i>	0.660	0.0268
BC056806.1	<i>GTPBP1</i>	0.873	0.0113
BC057517.1	<i>BC057517.1</i>	-1.143	0.0403
BC066465.1	<i>BC066465.1</i>	0.854	0.0477
BC066589.1	<i>LYPLA3</i>	0.744	0.0357
BC074098.1	<i>BC074098.1</i>	-1.275	0.0465
BC079485.1	<i>BC079485.1</i>	0.880	0.0174
BC081585.1	<i>BC081585.1</i>	-0.620	0.0160
BC081641.1	<i>BC081641.1</i>	-0.646	0.0459
BC081652.1	<i>PFKM</i>	1.003	0.0127
BC095696.1	<i>BC095696.1</i>	0.596	0.0023
BC097155.1	<i>BC097155.1</i>	-0.632	0.0438
BC151986.1		0.803	0.0052
BC152524.1		-1.156	0.0303
BI428775		-0.698	0.0214
BI563312	<i>Dr.83578</i>	-1.050	0.0084
BI709645	<i>Dr.86021</i>	-1.229	0.0448
BI867269	<i>CUTL2</i>	0.842	0.0337
BI878354		-0.705	0.0070
BI880705		-0.854	0.0070
BM072414		-1.019	0.0345
BM101616		-0.698	0.0299
BM316705	<i>BC007892</i>	-1.249	0.0452
BQ074552		-1.240	0.0431
CK705703		-2.319	0.0329
ENSDART00000002217		0.823	0.0467

ENSDART00000002393	<i>RUNDC3A</i>	-1.264	0.0440
ENSDART00000002540		-0.976	0.0037
ENSDART00000003076	<i>USP28</i>	0.679	0.0332
ENSDART00000003097		0.814	0.0345
ENSDART00000006357		-0.713	0.0232
ENSDART00000006376		-1.048	0.0281
ENSDART00000006476		0.715	0.0117
ENSDART00000006519		1.400	0.0491
ENSDART00000007293	<i>TCAP</i>	0.610	0.0499
ENSDART00000009653		-0.930	0.0249
ENSDART00000010026		-0.745	0.0249
ENSDART00000013229		-0.927	0.0278
ENSDART00000013830		-0.731	0.0419
ENSDART00000014210		-1.360	0.0124
ENSDART00000014395		0.719	0.0062
ENSDART00000015094		-0.826	0.0073
ENSDART00000015170		0.869	0.0471
ENSDART00000015848		-0.698	0.0454
ENSDART00000018144		-0.776	0.0271
ENSDART00000018441		-0.844	0.0270
ENSDART00000019504		-0.721	0.0366
ENSDART00000021944		-0.687	0.0287
ENSDART00000022393		0.869	0.0428
ENSDART00000023755		-0.665	0.0497
ENSDART00000026378		-0.627	0.0462
ENSDART00000026719	<i>Q5RGD1_DANRE</i>	-0.820	0.0338
ENSDART00000029774	<i>T55BB_DANRE</i>	-0.646	0.0131
ENSDART00000030938		-0.645	0.0054
ENSDART00000031426	<i>P12757</i>	-0.654	0.0175
ENSDART00000033943	<i>MAMDC1</i>	-0.933	0.0416
ENSDART00000034477		-0.720	0.0295
ENSDART00000034849	<i>GRIN1</i>	-1.100	0.0353
ENSDART00000036301		-0.679	0.0440
ENSDART00000039360		-0.688	0.0485
ENSDART00000040658		-0.793	0.0438
ENSDART00000040786		-0.967	0.0238
ENSDART00000041959		-1.664	0.0350
ENSDART00000043662		-0.986	0.0325
ENSDART00000044076		-0.889	0.0019
ENSDART00000044678		-0.889	0.0194
ENSDART00000047544	<i>CHRNE</i>	0.899	0.0214

ENSDART00000047816		-0.663	0.0046
ENSDART00000048249	<i>SLC24A3</i>	-0.978	0.0292
ENSDART00000052380	<i>NOD2</i>	-0.734	0.0336
ENSDART00000052404	<i>MAP2K5</i>	-0.716	0.0440
ENSDART00000053120		-0.716	0.0210
ENSDART00000053664		-0.852	0.0165
ENSDART00000054086	<i>TSHR</i>	0.740	0.0500
ENSDART00000054900		-1.317	0.0043
ENSDART00000056274		0.821	0.0104
ENSDART00000056671		-0.614	0.0341
ENSDART00000057211		-0.594	0.0444
ENSDART00000058973	<i>OSGIN2</i>	-1.494	0.0127
ENSDART00000059788		-0.623	0.0495
ENSDART00000059828		0.822	0.0454
ENSDART00000060324		-0.679	0.0381
ENSDART00000060666		0.871	0.0478
ENSDART00000061858		0.598	0.0408
ENSDART00000062445		1.227	0.0200
ENSDART00000062892		0.708	0.0386
ENSDART00000063200		-1.496	0.0473
ENSDART00000063264		0.615	0.0329
ENSDART00000063438		1.229	0.0082
ENSDART00000063537		-0.857	0.0285
ENSDART00000064672		-1.136	0.0478
ENSDART00000066043		-0.687	0.0206
ENSDART00000067294		1.112	0.0220
ENSDART00000067741		1.086	0.0291
ENSDART00000073411		-1.184	0.0393
ENSDART00000073450		1.050	0.0433
ENSDART00000073557		-1.232	0.0205
ENSDART00000073558		-1.202	0.0218
ENSDART00000073586	<i>ABCC8</i>	-0.611	0.0322
ENSDART00000074070	<i>AFF2</i>	-0.636	0.0179
ENSDART00000074103		-1.624	0.0364
ENSDART00000074114	<i>CYGB</i>	-1.129	0.0411
ENSDART00000074733		-0.736	0.0417
ENSDART00000075000		-1.214	0.0286
ENSDART00000075278		-0.756	0.0433
ENSDART00000075359		-1.202	0.0470
ENSDART00000075740	<i>Q561U3_DANRE</i>	-1.374	0.0284
ENSDART00000075790		-1.285	0.0314

ENSDART00000076077		0.648	0.0049
ENSDART00000076267		-0.758	0.0321
ENSDART00000076716		-1.002	0.0094
ENSDART00000076925		1.252	0.0292
ENSDART00000077056		0.931	0.0182
ENSDART00000077450		-0.982	0.0322
ENSDART00000077472		0.965	0.0287
ENSDART00000077929		-0.679	0.0236
ENSDART00000078033	<i>GPT</i>	1.159	0.0441
ENSDART00000078256	<i>Q9Y3R5</i>	-0.736	0.0474
ENSDART00000078376	<i>Q498V8_DANRE</i>	0.587	0.0441
ENSDART00000078554		-1.130	0.0326
ENSDART00000079176		-1.004	0.0330
ENSDART00000079219		0.871	0.0134
ENSDART00000079784		-1.073	0.0230
ENSDART00000079794		-0.963	0.0211
ENSDART00000080210		-0.697	0.0088
ENSDART00000080251	<i>SACS</i>	-1.034	0.0425
ENSDART00000080367		0.700	0.0329
ENSDART00000080477		0.665	0.0394
ENSDART00000080729		-0.762	0.0446
ENSDART00000080817		-2.299	0.0362
ENSDART00000081022		-1.807	0.0297
ENSDART00000081504		-2.272	0.0134
ENSDART00000082000	<i>EVPL</i>	-1.087	0.0365
ENSDART00000082114		0.692	0.0051
ENSDART00000082508		1.261	0.0205
ENSDART00000082956		-0.954	0.0252
ENSDART00000083266		0.602	0.0467
ENSDART00000083574	<i>MYOM3</i>	0.853	0.0500
ENSDART00000084252		1.001	0.0497
ENSDART00000084711		-0.834	0.0337
ENSDART00000084792		0.890	0.0103
ENSDART00000084879		-1.326	0.0499
ENSDART00000085218		-1.129	0.0487
ENSDART00000085567	<i>CD109</i>	0.655	0.0028
ENSDART00000085574	<i>CD109</i>	0.831	0.0316
ENSDART00000085661		-1.155	0.0406
ENSDART00000086317		-0.800	0.0341
ENSDART00000086492		-0.637	0.0488
ENSDART00000087034	<i>TRPC1</i>	-0.741	0.0419

ENSDART00000087084		-1.167	0.0458
ENSDART00000087570		-0.819	0.0122
ENSDART00000088408		-0.671	0.0029
ENSDART00000088588		-0.750	0.0226
ENSDART00000089855	<i>HACE1</i>	-0.914	0.0366
ENSDART00000090228		-1.077	0.0338
ENSDART00000090534	<i>GRAMD3</i>	0.789	0.0047
ENSDART00000090911		-0.818	0.0093
ENSDART00000091376		-1.190	0.0428
ENSDART00000091431		-0.957	0.0226
ENSDART00000091727	<i>NTRK3</i>	-1.489	0.0198
ENSDART00000091728	<i>NTRK3</i>	-1.191	0.0263
ENSDART00000091733	<i>NTRK3</i>	-1.105	0.0262
ENSDART00000091739		-0.655	0.0277
ENSDART00000091823		1.205	0.0226
ENSDART00000092007		0.791	0.0233
ENSDART00000092167	<i>AKT3</i>	-0.603	0.0057
ENSDART00000092264		-0.817	0.0089
ENSDART00000092406	<i>Q99767</i>	-0.623	0.0450
ENSDART00000092683		0.900	0.0392
ENSDART00000093312	<i>TNRC4</i>	-1.091	0.0217
ENSDART00000097110		-1.200	0.0331
ENSDART00000097282		-0.747	0.0479
ENSDART00000097308		-1.053	0.0494
ENSDART00000097345	<i>TOM1L2</i>	0.656	0.0323
ENSDART00000097367		-0.947	0.0114
ENSDART00000097488		-0.697	0.0157
ENSDART00000097608		-0.775	0.0262
ENSDART00000097678		0.674	0.0406
ENSDART00000097737		-0.840	0.0306
ENSDART00000097861		0.627	0.0395
ENSDART00000098117		-0.712	0.0008
ENSDART00000098213		-0.947	0.0434
ENSDART00000098697		0.613	0.0249
ENSDART00000098840	<i>NP_689876</i>	-1.504	0.0480
ENSDART00000099529		-0.721	0.0428
ENSDART00000099713		-0.848	0.0232
ENSDART00000099861		1.081	0.0478
ENSDART00000099934		-1.773	0.0333
ENSDART00000100250		-0.924	0.0329
ENSDART00000100685		-1.272	0.0304

ENSDART00000100865	<i>GNAZ</i>	-1.020	0.0493
ENSDART00000100918		1.493	0.0470
ENSDART00000101421		-1.478	0.0041
ENSDART00000101457	<i>MYOM3</i>	0.761	0.0403
ENSDART00000101780		-0.591	0.0375
ENSDART00000102039		0.600	0.0001
ENSDART00000102254		0.949	0.0448
ENSDART00000102342		-0.991	0.0362
ENSDART00000102452	<i>GUCY1B3</i>	-1.004	0.0148
ENSDART00000103138		-0.658	0.0264
ENSDART00000103256	<i>IL6R</i>	-0.658	0.0418
ENSDART00000103374		1.099	0.0152
ENSDART00000103381	<i>ENTPD5</i>	0.951	0.0173
ENSDART00000103791	<i>LCAT</i>	0.776	0.0468
ENSDART00000103889		1.089	0.0020
ENSDART00000104614		0.817	0.0433
ENSDART00000105477	<i>LRRTM2</i>	-1.211	0.0412
ENSDART00000105482	<i>TNRC4</i>	-1.183	0.0218
ENSDART00000105515	<i>Q58EF5_DANRE</i>	-0.610	0.0063
ENSDART00000105828		-0.764	0.0033
ENSDART00000106414		-0.757	0.0081
ENSDART00000106689		-1.176	0.0330
ENSDART00000106693		-0.619	0.0381
ENSDART00000106695		-0.702	0.0391
ENSDART00000106703		-1.340	0.0349
NM_001002537		-0.659	0.0347
NM_001003852		-0.916	0.0488
NM_001003884		0.793	0.0266
NM_001004569	<i>NM_001004569</i>	-0.736	0.0343
NM_001006033		0.639	0.0495
NM_001009586	<i>NM_001009586</i>	-1.165	0.0419
NM_001009594		-0.713	0.0487
NM_001009982	<i>NM_001009982</i>	-1.222	0.0148
NM_001012258	<i>XKR4</i>	-1.140	0.0469
NM_001013284	<i>MIF4GD</i>	0.641	0.0376
NM_001014315	<i>ERCC5</i>	1.059	0.0222
NM_001014317	<i>IGFNI</i>	1.165	0.0389
NM_001020474	<i>ERH</i>	-0.657	0.0273
NM_001020563		1.398	0.0299
NM_001020580	<i>NM_001020580</i>	-0.624	0.0269
NM_001020628	<i>NM_001020628</i>	0.684	0.0101

NM_001020687	<i>NM_001020687</i>	0.625	0.0449
NM_001024176		-0.690	0.0323
NM_001025451		0.601	0.0361
NM_001037394	<i>NM_001037394</i>	-1.070	0.0361
NM_001037701	<i>NM_001037701</i>	-0.961	0.0421
NM_001039636	<i>NM_001039636</i>	0.790	0.0461
NM_001039984		0.762	0.0033
NM_001040294		0.924	0.0142
NM_001042684	<i>NM_001042684</i>	-0.635	0.0116
NM_001044321	<i>NM_001044321</i>	0.718	0.0281
NM_001045353	<i>MGC153398</i>	0.681	0.0465
NM_001045357	<i>NM_001045357</i>	0.718	0.0374
NM_001045359		0.679	0.0199
NM_001076623	<i>NM_001076623</i>	-0.764	0.0368
NM_001076716	<i>NM_001076716</i>	-0.596	0.0193
NM_001077161	<i>NM_001077161</i>	-0.603	0.0181
NM_001077579	<i>NM_001077579</i>	-0.846	0.0207
NM_001077602	<i>NM_001077602</i>	-1.088	0.0437
NM_001077720		1.539	0.0366
NM_001077754	<i>NM_001077754</i>	-0.692	0.0321
NM_001079999	<i>NM_001079999</i>	-1.351	0.0437
NM_001080181		-1.195	0.0351
NM_001080606	<i>NM_001080606</i>	-0.716	0.0236
NM_001080659		0.861	0.0290
NM_001082955	<i>NM_001082955</i>	0.653	0.0264
NM_001083813	<i>NM_001083813</i>	-0.969	0.0297
NM_001083841	<i>NM_001083841</i>	-0.841	0.0014
NM_001089431		0.998	0.0075
NM_001089479	<i>NM_001089479</i>	-0.802	0.0201
NM_001098243		-0.938	0.0340
NM_001099243		0.977	0.0152
NM_130947		0.845	0.0126
NM_198360	<i>NM_198360</i>	-1.197	0.0374
NM_199210	<i>NM_199210</i>	0.725	0.0370
NM_200608	<i>NM_200608</i>	1.287	0.0188
NM_200786	<i>NM_200786</i>	0.660	0.0485
NM_205671		1.535	0.0361
NM_207093		1.120	0.0365
OTTDART00000001380	<i>GPR161</i>	0.681	0.0015
OTTDART00000001586		0.630	0.0277
OTTDART00000001758	<i>BCAP31</i>	0.657	0.0154

OTTDART00000001830	<i>OGFR</i>	-0.622	0.0088
OTTDART00000001972	<i>CACNA1D</i>	-0.867	0.0298
OTTDART00000002030		-1.163	0.0363
OTTDART00000002169		1.072	0.0474
OTTDART00000002229		-0.697	0.0148
OTTDART00000002284		-0.799	0.0215
OTTDART00000002332	<i>GRIN1</i>	-0.931	0.0396
OTTDART00000002432	<i>ZBTB22</i>	-0.595	0.0127
OTTDART00000004127		-0.653	0.0218
OTTDART00000005078	<i>AQP4</i>	1.121	0.0154
OTTDART00000005496	<i>TMEM90A</i>	-0.849	0.0468
OTTDART00000005889		-1.203	0.0398
OTTDART00000005997		-0.735	0.0449
OTTDART00000005998	<i>HOOK1</i>	-0.914	0.0034
OTTDART00000006075		0.774	0.0127
OTTDART00000006081	<i>OTOF</i>	-0.777	0.0302
OTTDART00000006434	<i>CPSF3</i>	-0.638	0.0233
OTTDART00000006460	<i>C20orf39</i>	-1.157	0.0490
OTTDART00000006501		-1.477	0.0371
OTTDART00000006801	<i>PRG4</i>	-0.915	0.0388
OTTDART00000006929		-0.739	0.0425
OTTDART00000007261	<i>MIA2</i>	0.814	0.0318
OTTDART00000007440		-0.647	0.0165
OTTDART00000007853		0.651	0.0236
OTTDART00000007879		0.631	0.0309
OTTDART00000008059	<i>TMEM181</i>	1.157	0.0309
OTTDART00000008087		0.722	0.0255
OTTDART00000008169		0.817	0.0065
OTTDART00000008711	<i>PRMT8</i>	-0.656	0.0354
OTTDART00000009024		-1.032	0.0425
OTTDART00000009238	<i>CAPRN2</i>	0.662	0.0234
OTTDART00000009401	<i>TRHDE</i>	-1.107	0.0245
OTTDART00000010042	<i>AK097143</i>	0.587	0.0492
OTTDART00000010719	<i>ELA1</i>	-0.696	0.0419
OTTDART00000010901	<i>MRAS</i>	-1.191	0.0431
OTTDART00000011315	<i>PTPRE</i>	-1.104	0.0413
OTTDART00000011486	<i>PSMB8</i>	0.801	0.0289
OTTDART00000011636	<i>NPHS2</i>	-0.793	0.0093
OTTDART00000011687	<i>LPIN2</i>	-0.614	0.0234
OTTDART00000011691		-1.139	0.0386
OTTDART00000011696	<i>XDH</i>	-0.679	0.0245

OTTDART00000011927	<i>UNC13A</i>	-1.079	0.0204
OTTDART00000012149	<i>CIRBP</i>	-0.920	0.0139
OTTDART00000012923	<i>ZBED4</i>	-0.800	0.0029
OTTDART00000013002		1.191	0.0099
OTTDART00000013102		-1.003	0.0430
OTTDART00000013205	<i>C3</i>	-0.775	0.0263
OTTDART00000013552	<i>MYBPC3</i>	0.864	0.0487
OTTDART00000013553	<i>MYBPC3</i>	0.739	0.0187
OTTDART00000013676	<i>ECM2</i>	-0.738	0.0136
OTTDART00000013746		-0.841	0.0315
OTTDART00000013768	<i>AMIGO1</i>	-1.111	0.0120
OTTDART00000014178	<i>LPHN3</i>	-0.993	0.0383
OTTDART00000014372		-1.039	0.0348
OTTDART00000014487	<i>TTN</i>	-0.819	0.0371
OTTDART00000014521	<i>C3orf32</i>	0.712	0.0296
OTTDART00000015018		-0.728	0.0291
OTTDART00000015055	<i>PANX2</i>	-0.825	0.0036
OTTDART00000015092		-1.177	0.0277
OTTDART00000015563	<i>TMEM170</i>	-1.441	0.0398
OTTDART00000015725		-1.024	0.0224
OTTDART00000015877	<i>NAT2</i>	-0.610	0.0326
OTTDART00000016104		-0.667	0.0130
OTTDART00000016705		-1.128	0.0392
OTTDART00000017572	<i>C1GALT1</i>	0.936	0.0342
OTTDART00000017757	<i>EFCBP2</i>	-1.137	0.0238
OTTDART00000018346		-1.247	0.0465
OTTDART00000018463		-0.674	0.0189
OTTDART00000018496		-1.143	0.0389
OTTDART00000018851	<i>GPR12</i>	-0.872	0.0325
OTTDART00000020373		1.307	0.0276
OTTDART00000020556	<i>CACNG8</i>	-0.626	0.0160
OTTDART00000020582	<i>PCAF</i>	-0.684	0.0273
OTTDART00000020585		-0.625	0.0177
OTTDART00000021092		-1.016	0.0466
OTTDART00000021451	<i>YARS</i>	-0.664	0.0313
OTTDART00000021541	<i>CACNA1B</i>	-0.601	0.0222
OTTDART00000021604	<i>ABCG4</i>	-0.794	0.0367
OTTDART00000021803		-1.289	0.0287
OTTDART00000021804		-1.807	0.0437
OTTDART00000021838		-0.678	0.0217
OTTDART00000021895	<i>KCNJ3</i>	-0.598	0.0147

OTTDART00000022072		-1.189	0.0406
OTTDART00000022349	<i>CHRNE</i>	1.178	0.0119
OTTDART00000022546	<i>DMRT1</i>	-1.008	0.0207
OTTDART00000022562	<i>MTMR12</i>	-0.761	0.0192
OTTDART00000022585	<i>SV2C</i>	-0.673	0.0235
OTTDART00000022963	<i>Dr.79341</i>	0.792	0.0030
OTTDART00000023202		-1.194	0.0330
OTTDART00000023277	<i>WNT16</i>	0.733	0.0253
OTTDART00000023492	<i>CYR61</i>	0.705	0.0041
OTTDART00000023819	<i>PGM2</i>	-0.622	0.0039
OTTDART00000023872	<i>C3</i>	-1.059	0.0020
OTTDART00000024306	<i>RLN3</i>	-2.263	0.0404
OTTDART00000024325	<i>RTN4</i>	0.611	0.0165
OTTDART00000024343	<i>SYNGR1</i>	-0.708	0.0126
OTTDART00000024486	<i>BIVM</i>	-1.088	0.0433
OTTDART00000024568	<i>GPR24</i>	3.150	0.0000
OTTDART00000024578		0.993	0.0034
OTTDART00000024610		0.851	0.0346
OTTDART00000024643		0.915	0.0362
OTTDART00000024736	<i>SPEG</i>	-1.549	0.0431
OTTDART00000024788	<i>LIN7B</i>	3.233	0.0094
OTTDART00000024789	<i>LIN7B</i>	3.588	0.0037
OTTDART00000024795	<i>GFAP</i>	1.104	0.0027
OTTDART00000024863	<i>ATP1A2</i>	0.961	0.0121
OTTDART00000024987	<i>FND C5</i>	-0.744	0.0447
OTTDART00000025384		0.820	0.0420
OTTDART00000025538	<i>PRNP</i>	-0.946	0.0289
OTTDART00000025578	<i>CACNA1D</i>	-0.826	0.0202
OTTDART00000025626	<i>DISP2</i>	-1.185	0.0404
OTTDART00000025659	<i>PDE6C</i>	-0.712	0.0355
OTTDART00000025743	<i>FGF17</i>	0.628	0.0263
OTTDART00000026160	<i>PPM1A</i>	-0.613	0.0169
OTTDART00000026196		1.040	0.0269
OTTDART00000026197		0.875	0.0418
OTTDART00000026263	<i>DDC</i>	-0.632	0.0092
OTTDART00000026595	<i>HIF1A</i>	-0.755	0.0225
OTTDART00000026697	<i>SLC25A14</i>	-0.950	0.0076
OTTDART00000026728		-0.781	0.0500
OTTDART00000026867		-0.861	0.0482
OTTDART00000027037	<i>SLC2A1</i>	-1.347	0.0417
OTTDART00000027090	<i>GAD2</i>	-1.448	0.0449

OTTDART00000027213	<i>MDM2</i>	0.851	0.0140
OTTDART00000027215	<i>MDM2</i>	0.799	0.0070
OTTDART00000027351		0.900	0.0284
OTTDART00000027353		0.862	0.0078
OTTDART00000027354	<i>CRYGB</i>	0.925	0.0178
OTTDART00000027370		0.628	0.0267
OTTDART00000027738	<i>NIF3L1</i>	0.682	0.0061
OTTDART00000027753	<i>MTMR1</i>	-0.766	0.0425
OTTDART00000027810	<i>COX6A2</i>	1.330	0.0159
OTTDART00000027842	<i>FTH1</i>	1.238	0.0113
OTTDART00000027999		-1.678	0.0130
OTTDART00000028078		-0.772	0.0119
OTTDART00000028197	<i>ECHDC1</i>	1.578	0.0246
OTTDART00000028225	<i>CNFN</i>	0.775	0.0485
OTTDART00000028266		0.749	0.0185
OTTDART00000028396	<i>KCNIP1</i>	-1.106	0.0491
OTTDART00000028621		-0.768	0.0002
OTTDART00000028766	<i>GALK2</i>	0.899	0.0401
OTTDART00000028853	<i>ACBD5</i>	-0.912	0.0413
OTTDART00000028868	<i>Dr.48047</i>	-1.030	0.0369
OTTDART00000028885		-0.742	0.0348
OTTDART00000028946	<i>SNRK</i>	-1.077	0.0489
OTTDART00000028952	<i>RNPEP</i>	0.780	0.0202
OTTDART00000029266	<i>BRUNOL4</i>	-1.131	0.0358
OTTDART00000029294		0.709	0.0309
OTTDART00000029429	<i>SHOX2</i>	-0.993	0.0484
OTTDART00000029523	<i>SLC24A4</i>	-1.295	0.0188
OTTDART00000029673	<i>C1orf63</i>	-0.666	0.0412
OTTDART00000030510		-1.048	0.0250
OTTDART00000030541	<i>LUZP2</i>	-1.261	0.0480
OTTDART00000030682		0.650	0.0341
OTTDART00000030695		-0.822	0.0381
OTTDART00000030775		-0.606	0.0474
OTTDART00000030863	<i>SLC6A15</i>	-1.181	0.0222
OTTDART00000031060	<i>RHO</i>	-0.644	0.0441
OTTDART00000031307	<i>AB097018</i>	0.611	0.0466
OTTDART00000031756		-0.786	0.0476
OTTDART00000032117	<i>SLC44A4</i>	-1.108	0.0293
OTTDART00000032447		0.696	0.0050
OTTDART00000032478		0.742	0.0420
OTTDART00000032685		-0.700	0.0346

TC235040		-0.820	0.0473
TC238133	<i>Dr.75351</i>	-0.838	0.0182
TC238755	<i>BAZ2A</i>	-0.664	0.0147
TC238927		2.436	0.0037
TC239408	<i>AY358744</i>	3.709	0.0022
TC239513	<i>DIDO1</i>	-0.978	0.0367
TC239696	<i>BC060857</i>	-0.746	0.0439
TC239803	<i>AK098076</i>	-1.636	0.0092
TC239904	<i>RPL13</i>	0.613	0.0326
TC239997		-2.048	0.0438
TC240635	<i>ATP5J</i>	0.734	0.0136
TC241341	<i>Dr.80915</i>	1.492	0.0036
TC241447		-1.103	0.0329
TC242038	<i>NCOA7</i>	1.059	0.0363
TC242268	<i>PARP6</i>	-0.710	0.0343
TC242539	<i>MAP6</i>	-1.483	0.0320
TC242812		-0.643	0.0148
TC244140		-1.144	0.0156
TC244237		-0.810	0.0481
TC244992		-1.980	0.0321
TC246153		-0.763	0.0425
TC246636		-1.296	0.0438
TC246970	<i>A2M</i>	-1.098	0.0022
TC247070	<i>AK123592</i>	-1.011	0.0096
TC249221		0.722	0.0122
TC250436	<i>ELMO1</i>	-1.767	0.0425
TC250619	<i>MI7S2</i>	-0.846	0.0320
TC251199	<i>GAD2</i>	-1.984	0.0346
TC251476	<i>Dr.13585</i>	-1.102	0.0493
TC252253	<i>PREB</i>	1.010	0.0208
TC253177	<i>PRKCE</i>	-0.933	0.0417
TC253259	<i>ABCB1</i>	0.960	0.0342
TC253266		0.735	0.0377
TC253885	<i>ARHGAP11A</i>	0.962	0.0273
TC255102		-0.904	0.0179
TC256272	<i>MMP25</i>	0.749	0.0273
TC256493	<i>GPR24</i>	1.784	0.0074
TC257587	<i>RPS16</i>	0.690	0.0334
TC258033		-1.105	0.0132
TC258716		1.152	0.0323
TC259139		-1.372	0.0450

TC259196		0.765	0.0354
TC259493		0.637	0.0493
TC259818	<i>BC049211</i>	1.186	0.0352
TC260022		-1.468	0.0470
TC260416	<i>MSP</i>	0.630	0.0432
TC260674		0.788	0.0214
TC261494	<i>C3</i>	-0.986	0.0150
TC261727		0.734	0.0358
TC262455		-0.659	0.0214
TC262628		-1.273	0.0349
TC263189	<i>SYT7</i>	-1.500	0.0435
TC263716		-1.117	0.0138
TC263754	<i>HOXA11</i>	0.693	0.0097
TC263913	<i>PRKAG3</i>	0.619	0.0279
TC264976	<i>Dr.16758</i>	-0.649	0.0419
TC265218		-0.940	0.0464
TC266632		-0.677	0.0419
TC267124	<i>AB011095</i>	-1.140	0.0091
ZV700S00000052	<i>FOSL2</i>	-0.806	0.0422
ZV700S00000175	<i>HK3</i>	0.719	0.0488
ZV700S00000326		-1.299	0.0490
ZV700S00000328	<i>SLC24A2</i>	-0.754	0.0460
ZV700S00000355	<i>PHLDA3</i>	0.921	0.0399
ZV700S00000557	<i>AK126782</i>	-0.820	0.0498
ZV700S00000580	<i>CCNG1</i>	0.679	0.0171
ZV700S00000674	<i>RPE65</i>	-1.047	0.0243
ZV700S00000686	<i>PRKCE</i>	-0.783	0.0216
ZV700S00000695	<i>BC015921</i>	0.636	0.0343
ZV700S00000776		-1.475	0.0456
ZV700S00000938	<i>Dr.78164</i>	0.609	0.0485
ZV700S00000942		0.680	0.0455
ZV700S00001021		-1.165	0.0436
ZV700S00001022	<i>ELMO1</i>	-1.610	0.0415
ZV700S00001026		-0.672	0.0471
ZV700S00001073	<i>BT007433</i>	0.699	0.0481
ZV700S00001077	<i>PFKM</i>	1.166	0.0223
ZV700S00001150	<i>KCTD13</i>	-1.423	0.0497
ZV700S00001204		-1.520	0.0337
ZV700S00001261	<i>PANK1</i>	-1.173	0.0393
ZV700S00001483		-1.117	0.0393
ZV700S00001490	<i>ARHT1</i>	-1.476	0.0249

ZV700S00001496	<i>BIRC5</i>	0.689	0.0334
ZV700S00001572		-0.766	0.0493
ZV700S00001642		0.718	0.0186
ZV700S00001710	<i>CHRNA</i>	0.832	0.0105
ZV700S00001871	<i>MYCBP</i>	-0.590	0.0150
ZV700S00001995		-1.429	0.0498
ZV700S00002003		1.003	0.0289
ZV700S00002086	<i>DAB2IP</i>	-1.639	0.0398
ZV700S00002102	<i>BX640770</i>	-0.639	0.0283
ZV700S00002242		-0.592	0.0265
ZV700S00002386	<i>PAM</i>	-0.590	0.0489
ZV700S00002387	<i>GNE</i>	-1.481	0.0202
ZV700S00002480		-0.855	0.0482
ZV700S00002489	<i>ITIH3</i>	-0.864	0.0423
ZV700S00002528	<i>CSMD1</i>	-1.228	0.0426
ZV700S00002576	<i>TMX2</i>	0.864	0.0407
ZV700S00002636	<i>ANK2</i>	-1.189	0.0305
ZV700S00002641	<i>C6orf125</i>	-1.599	0.0406
ZV700S00002656		-0.731	0.0227
ZV700S00002779	<i>CXCL12</i>	-1.551	0.0255
ZV700S00002781	<i>MPP2</i>	-1.659	0.0419
ZV700S00002783	<i>AK095827</i>	-0.992	0.0272
ZV700S00002825	<i>GRIA2</i>	-1.397	0.0281
ZV700S00003039	<i>BC006437</i>	-0.590	0.0195
ZV700S00003078	<i>EFNA5</i>	-0.882	0.0330
ZV700S00003140		1.091	0.0296
ZV700S00003158		0.742	0.0192
ZV700S00003176	<i>GREM2</i>	0.865	0.0128
ZV700S00003200		1.019	0.0331
ZV700S00003203	<i>NCOA7</i>	1.153	0.0378
ZV700S00003220	<i>BT006990</i>	0.988	0.0432
ZV700S00003411	<i>Dr.77576</i>	0.592	0.0010
ZV700S00003416	<i>SPTBN1</i>	-0.660	0.0456
ZV700S00003468	<i>FOXII</i>	0.701	0.0304
ZV700S00003527	<i>AK128062</i>	-0.756	0.0407
ZV700S00003536	<i>MYBPC1</i>	0.809	0.0118
ZV700S00003653	<i>ATP5J</i>	0.644	0.0360
ZV700S00003758		-1.539	0.0437
ZV700S00003781		-1.258	0.0366
ZV700S00003814	<i>Dr.117537</i>	-1.638	0.0275
ZV700S00003815	<i>SLC6A1</i>	-1.521	0.0395

ZV700S00003930	<i>ITPR3</i>	-0.911	0.0429
ZV700S00004002	<i>C3</i>	-0.719	0.0142
ZV700S00004040	<i>SVIL</i>	-1.301	0.0096
ZV700S00004047		-0.797	0.0328
ZV700S00004082	<i>ZNF207</i>	-1.392	0.0485
ZV700S00004121	<i>CTSS</i>	1.029	0.0062
ZV700S00004129	<i>PMPCA</i>	0.775	0.0291
ZV700S00004224		-1.502	0.0416
ZV700S00004307	<i>DNAJB1</i>	0.607	0.0223
ZV700S00004348	<i>Dr.31752</i>	-1.189	0.0299
ZV700S00004401		0.757	0.0128
ZV700S00004423	<i>A2M</i>	-0.749	0.0292
ZV700S00004453	<i>SLC6A1</i>	-1.532	0.0371
ZV700S00004525		-1.702	0.0328
ZV700S00004549		-0.672	0.0265
ZV700S00004576	<i>Dr.51201</i>	-0.684	0.0413
ZV700S00004714	<i>Dr.26174</i>	-1.295	0.0291
ZV700S00004747	<i>EIF4A1</i>	-0.800	0.0469
ZV700S00004771	<i>PANK1</i>	-1.142	0.0368
ZV700S00004851	<i>BAZ2A</i>	-0.799	0.0465
ZV700S00004956	<i>A2M</i>	-1.369	0.0171
ZV700S00005046	<i>DES</i>	0.648	0.0427
ZV700S00005168	<i>Dr.121787</i>	0.730	0.0208
ZV700S00005259	<i>ELAVL4</i>	-0.970	0.0447
ZV700S00005353	<i>CCNF</i>	0.876	0.0466
ZV700S00005482	<i>EN2</i>	-0.991	0.0434
ZV700S00005549	<i>MTHFD2</i>	0.655	0.0314
ZV700S00005573	<i>ABAT</i>	-0.956	0.0332
ZV700S00005657	<i>BC044585</i>	-0.718	0.0225
ZV700S00005847	<i>ARHGEF9</i>	-1.718	0.0487
ZV700S00005880		-1.491	0.0451
ZV700S00006025	<i>AF161414</i>	-0.736	0.0371
ZV700S00006156		0.694	0.0233
ZV700S00006205	<i>RPS27L</i>	0.887	0.0456
ZV700S00006270	<i>KDR</i>	-0.948	0.0084
ZV700S00006338	<i>PBX3</i>	-1.280	0.0500
ZV700S00006587	<i>ABCF2</i>	-1.029	0.0125
ZV700S00006606	<i>AB033031</i>	1.519	0.0040
ZV700S00006705		-0.879	0.0249

How the deposited data were processed for this re-analysis (not part of the article)

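The arrays measured RNA of whole zebrafish larvae at 120 hpf, in 3 pools of 50 larvae irradiated with 5 Gy at 26 hpf and 3 pools of controls. The authors extracted the one-colour array signal with NimbleScan and quantile normalized it, and the deposited values are linear intensities, 1 for each of 385000 probes on each of 6 arrays. RMA is named in the processing notes of the submitters, with no version given, but the deposited values are of single probes, so the step that combines probes is not included in them. All 6 columns of values were used and 0 were left out. The arrays shared their lowest intensity, and their lower and upper quartiles lay between 96.2 and 98.8 and between 1140.1 and 1141.6, so no further normalization was applied.

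Each probe identifier holds its target, and the log2 intensities of the probes of a target were combined by median polish (tolerance 0.01, at most 10 iterations) over the 6 arrays, which gave 37157 targets. Calculations used R 4.3.3, limma 3.58.1 and data.table 1.17.8. The groups were compared with lmFit and eBayes of limma, with no covariate, and Benjamini-Hochberg adjustment over all targets. A target is called altered, higher or lower at an unadjusted p under 0.05 and a log2 ratio of at least 0.585 in size, the thresholds of the methods, and "rose", "fell" or "passed" refer to these unless an adjusted p is named. The t-test of the methods was run beside limma. For single targets the exact permutation test of 3 pools against 3 is given where used, two-sided, and its p cannot go below 0.1. The number of arrays limits the precision, and no depth applies to arrays.

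Names came from 2 sources. Of 3055 targets with a RefSeq mRNA identifier, 2663 matched a current zebrafish symbol, and 279 targets carry the name of a human ortholog from the supplementary tables of the paper. No genome build was given, so no coordinates were used. The genes named in the text were fixed by rule: every gene that the paper names in its text, its Table 3 or its pathway sentence, per direction the 10 named targets with the largest change among the altered targets whose groups did not overlap, per gene list up to 4 altered members or the 2 with the smallest p, and unnamed targets among the 5 largest changes. Values in the tables of the paper had been seen when the rule was written, and genes of Supplementary Table 2 outside the rule were picked after their values were seen.

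24 gene lists were written before the data were examined and after the paper's tables had been read, and 168 targets with zebrafish symbols belong to at least 1 of them. They are p53 targets and DNA damage response, synapse, synaptic long-term depression and potentiation, calcium signalling, CXCR4 signalling, HIF1 signalling, skeletal muscle, heart, vascular endothelium, photoreceptors and retinal pigment epithelium, lens, glia, liver and plasma proteins, exocrine pancreas, intestine, erythrocytes, leukocytes, cell cycle, antioxidant defence, heat shock, pigment cells, pituitary and hypothalamic hormones, keratins, and cartilage and bone. Each list was tested with camera at a preset correlation of 0.01, which compares its members with all other targets, adjusted over the 24 lists. 5 lists passed, and none of them did when the correlation was estimated from the data. Where a list holds genes of the paper's tables, its p-value is not independent evidence, since the study selected those genes on the same pools. The Ingenuity analysis of the paper was not repeated, since its gene sets are not among the files.

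The paper states that replicates came from separate clutches and does not say whether the control and 5 Gy pools of a number share one. After the group means were removed, the correlation between the control and the 5 Gy pool of the same number was 0.150, 0.239 and 0.497 for numbers 1, 2 and 3, and 0.166 between control replicate 1 and 5 Gy replicate 2. All 3 same-numbered values exceeded 0.1, so a fit with the replicate number as a block is given where it changes a call or moves a count.

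Other settings fixed at the start were the replicate block, a second quantile normalization, median centring, the mean or the median of probes in place of median polish, leaving out the dimmest 25% of targets by mean value (9290 targets), eBayes with a trend, array weights, the t-test of the methods and its paired form, and leaving out each pool in turn. The signal slope of each array along the targets as a covariate was added after seeing the data. In data simulated with the means and spreads of the 37157 targets, with 100 targets changed by 1 and 100 changed by 3 on the log2 scale, the t-test of the methods called 65% and 97% at its thresholds, limma with the replicate block 71% and 100%, and the paired form of that test 39% and 88%. In the same simulation 4.98% of unchanged targets had an unadjusted p under 0.05 in limma. Its targets were drawn independently around means of probes, with no effect of replicate or array, unlike the real pools. No background level was given, so values under 6.97, the limit of those dimmest targets, are not shown to lie above background, and the size of a ratio with such a group mean is not settled. This holds in controls for the targets of LIN7B and GPR24, TC239408, both targets of ECHDC1, TTN, SHOX2, hcrt, smtla, smtlb, pmaip1, nrl and runx2b, and at 5 Gy for those of GANC, SYT7, RUFY2, HIF1A, ITPR3 and 1 target of CACNA1D. Results for some single genes are not reported here, although their targets stay in the counts and lists.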

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

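Of the tests in this part, those of a signal trend along the target and of the number of gene lists in other splits of the pools were chosen before their result was seen. The tests of a linear signal slope, of 5 Gy replicate 2 alone, of the dose in each pair, of a shared clutch, of a wrong label and of the number of altered targets in other splits were chosen only after it.

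TC239408, a target with no gene name, had the largest change of all targets, 3.70 on the log2 scale, with control pools at 5.57 to 5.77 and 5 Gy pools at 8.33 to 10.15, and each of its 10 probes was higher in 3 of 3 pairs. It is not settled that it is a gene apart from LIN7B: the LIN7B ratio in the text of the paper equals a mean that includes it, and its probes at positions 340, 624 and 754 lie beside those at 337, 622 and 751 of the LIN7B target OTTDART00000024788. Its controls lay under 6.97, the limit of the dimmest 25%, and are not shown to lie above background, so neither the size of its change nor its rank is settled. The skeletal muscle list, whose tissue the paper names among its categories but not its top canonical pathways, was past the threshold of camera (median 0.14, and adjusted p = 0.275 with an estimated correlation). 2 lists of genes outside the categories and pathways that the paper names were past it as well: lens (median 0.19, and adjusted p = 0.275 with an estimated correlation) and pituitary and hypothalamic hormones (median 0.59, camera adjusted p = 0.0359, and adjusted p = 0.528 with an estimated correlation). Of the 6 hormone targets none passed the test (0 when adjusted over the list alone), with ratios of 0.83 for the vasopressin gene avp, 0.89 for hcrt, 0.60 for smtla, 0.58 for lhb, 0.42 for trh and -0.05 for smtlb. The median of that list was 0.43 in pair 1 and -0.09 in pair 3 and was highest in pair 2, and the list did not pass without control replicate 1 (mean 0.38), 5 Gy replicate 2 (mean 0.20) or control replicate 3 (mean 0.75, adjusted p = 0.0834), against a mean of 0.55 over all pools. It did not pass with fry, array weights or the signal slope covariate or without the dimmest 25% of targets either. The control means of hcrt, smtla and smtlb lay under 6.97, and hcrt passed without 5 Gy replicate 1 or control replicate 3.

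Of 19 targets of the synapse list 7 fell at 5 Gy and 12 did not pass the test (0 when adjusted over the list alone), and the call of camera for the list was lost with an estimated correlation and with fry (adjusted p = 0.405). The mean of the list did not shrink with the linear signal slope of each array as a covariate. The mean for gene list: synapse and neurotransmission was -0.70 with the covariate and -0.67 without it. With the covariate the SD over bootstrap draws was 0.0716 and camera adjusted p = 3.95e-10 (over all its alternatives 1.96e-10 to 0.528). Neither that SD nor that p measures the variation between pools, where the pair medians were -0.61, -1.27 and -0.13. With 6 arrays and no such measure beside the mean, this fit cannot exclude a linear slope as the cause, which stays open. Other signal trends along the target stay open, since the median was -0.55 from the first probes of the targets and -0.60 from the last (SD 0.190 and 0.160), not beyond its spread from the bound of -0.5. The array of 5 Gy replicate 2 also stays open: the median was -0.25 without it, although the list was still past the threshold of camera (adjusted p = 0.00845). An effect of the dose cannot be told apart from these, as the median was below 0 in each pair but only -0.13 in pair 3.

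Control replicates 1 and 2 stood apart from control replicate 3. A signal trend along the target is argued against as the whole cause. The difference correlated at r = 0.683 between the first and the last probes of 34377 targets. The signal slope did differ, at 0.0251 and 0.0177 log2 per probe in control replicates 1 and 2 and -0.0122 in control replicate 3. It was 0.0027, -0.0058 and -0.0107 in 5 Gy replicates 1, 2 and 3. Agreement of the probes cannot exclude an array difference that goes with this slope and shifts whole targets, which stays open. A shared clutch of each replicate number stays open: after the group means were removed, control replicate 3 correlated at 0.497 with 5 Gy replicate 3, between the bounds set for the test, and the pools numbered 1 and 2 at 0.150 and 0.239, but control replicate 1 at 0.166 with 5 Gy replicate 2. On the first principal component 5 Gy replicate 3 (72.0) stood apart from 5 Gy replicates 1 and 2 (21.1 and 19.4) on the side of control replicate 3 (74.9). A wrong label of control replicate 3 stays open: of 459 targets past the adjusted threshold without it, 452 (98.5%) lay nearer to the 5 Gy mean in that pool and 7 nearer to the other controls. Those 7 are GPR24, both LIN7B targets, TC239408, ATP1A4, TC238927 and OTTDART00000027999, and limma gave control replicate 3 the lowest array weight, 0.34. The share of 98.5% cannot tell a wrong label from another likeness of the pools numbered 3. The 5 Gy mean holds 5 Gy replicate 3, which control replicate 3 resembled over all targets, and the 459 targets were chosen without control replicate 3. The paper's qPCR on the same samples ran the same way as its array ratios (Figure 2B), which compares group means and does not settle the label of 1 pool. A difference between clutches in age or parents may also apply and was not tested.

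The 6 pools can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At the thresholds of the methods the real split gave 1500 targets and the highest other 7686, and 4 of 10 splits gave as many as the real one. That other split, control replicates 1 and 2 with 5 Gy replicate 2 against the rest, gave several times the real count, which points to a structure of the pools, and 944 of its targets passed the adjusted threshold, where the real split gave 0 in limma (1500 at an unadjusted p under 0.05). Against a real count of 0 each of the 10 splits gives as many by construction, so that comparison decides nothing. For gene lists the real split gave 5 and the highest other 3, so 1 of 10 gave as many. Of the 4 splits that part all 3 same-numbered pairs, the highest other gave 1708 targets and 3 lists, and differed from the real one by exchanging control replicate 3 and 5 Gy replicate 3.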

How the results depend on the processing

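The signal slope covariate was chosen only after the data were seen, and all other settings were set before. Over all settings, 344 values of gene lists kept their direction and side of the threshold, 23 lost and 11 gained a call and 30 changed sign, and of the values of named targets 921 kept both, 119 lost and 30 gained a call and 9 changed sign. Each of those sign changes was in a list or target that was not called under either setting. Of the counts and R2 values 68 stayed within the margin and 20 moved. The signal of dim targets over background limits what the arrays show, and without the dimmest 25% of targets 1154 of 27867 were called. Causes were not tested, except that leaving out a pool also leaves fewer samples.

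The limma count of 1500 altered targets became 3272 with the replicate block, 10913 with array weights, 569 by the methods' t-test, 341 in its paired form and 547 with the signal slope covariate, and 308 to 7126 when 1 pool was left out. The count of 0 at an adjusted p under 0.05 became 3 with the replicate block, 2839 with array weights, and 0 to 459 when 1 pool was left out (459 without control replicate 3). Of the gene lists 5 passed, against 0 with array weights, 0 with an estimated correlation, 1 with fry, and 1 to 7 when 1 pool was left out (3 without 5 Gy replicate 2 and 1 without control replicate 3). By the paired form of the methods' t-test 2 of the 6 genes chosen for qPCR and 13 of the named genes passed, against 6 and 49. R2 was 0.879 to 0.961 when 1 pool was left out, against 0.944.

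Mean ratios that changed sign with array weights were -0.0070 for gene list: p53 targets and DNA damage response, 0.141 for gene list: calcium signalling, -0.0513 for gene list: heart, 0.189 for gene list: glia, -0.130 for gene list: leukocytes and inflammation and -0.146 for gene list: keratins and epidermis. With the signal slope covariate they were -0.136 for gene list: CXCR4 signalling, -0.0081 for gene list: intestine and enterocytes and -0.0030 for gene list: erythrocytes. The heart list had -0.0048 with the mean of probes and -0.131 with the median of probes, and the leukocyte list -0.0507 without the dimmest targets. For CXCR4 signalling fry gave the direction down at a mean of 0.0804. When 1 pool was left out the ranges that crossed 0 were -0.0746 to 0.427 for the p53 list, -0.235 to 0.0658 for calcium signalling, -0.0323 to 0.279 for CXCR4 signalling, -0.0930 to 0.0856 for heart, -0.260 to 0.304 for glia, -0.0494 to 0.474 for intestine, -0.0746 to 0.177 for leukocytes, -0.0982 to 0.351 for gene list: cell cycle and proliferation and -0.240 to 0.157 for keratins.

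Single targets changed sign with the median of probes, at -0.169 for target NM_001079975 (sesn2) and 0.0298 for target NM_001002383 (krt97). When 1 pool was left out the ranges that crossed 0 were -0.0863 to 0.448 for sesn2, -0.441 to 0.142 for krt97, -0.446 to 0.0302 for target NM_001007062 (mag), -0.0385 to 0.448 for target NM_001099232 (agr1), -0.214 to 0.462 for target NM_131605 (fabp7a) and -0.0295 to 0.420 for target NM_152949 (ccna2).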

Differences from the paper's values

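The alternatives set before the data were examined are given for each count. At the thresholds of the methods the paper reports 609 altered targets, and limma gave 1500. The paper's 399 lower targets stand against 1074, and the paper's 210 higher targets against 426. The t-test of the methods was within the margin for all 3 counts, with 569 altered, 372 lower and 197 higher. Without 5 Gy replicate 2 the limma count of 895 altered and that of 267 higher were within the margin, and that of 628 lower was not. The paired form of the t-test gave 161 higher, within the margin, but 341 altered and 180 lower, outside it. The counts remained apart from the paper's by more than 1.5 times for all 3 measures with the replicate block, quantile normalization, median centring, the mean of probes, the median of probes, without the dimmest 25% of targets, with eBayes with a trend, with array weights, and without 5 Gy replicate 1, 5 Gy replicate 3 or any 1 control.

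The paper states that PAM was down-regulated. The target of PAM had a ratio of -0.58 (standard error 0.288) and did not pass the thresholds in limma, nor in any other setting run, although its sign was negative in 3 of 3 pairs. By the methods' t-test its unadjusted p was under 0.05 and the ratio short of 0.585. The paper names calcium, CXCR4 and HIF1 signalling among its top pathways. The lists of these pathways were written from zebrafish symbols, and camera tested them against all other targets, unlike the paper's software. They had camera adjusted p of 0.954, 0.889 and 0.428 and passed in no setting run. They measured 9 of 76, 5 of 47 and 6 of 49 listed genes. Targets with a human name alone are outside them, so they do not test the paper's enrichment. Of 6, 9 and 2 targets of these pathways that the supplementary tables name, 4, 8 and 2 fell by limma and none rose. The study chose those targets on these pools. The paper's ratio for LIN7B in its text, 3.510, equals the mean of 3 targets in its Supplementary Table 1, of which 1, TC239408, is listed there under a sequence identifier and not under LIN7B. The mean over the same 3 targets was 3.52 in the deposited values, and over the 2 LIN7B targets 3.43.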

Other observations

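The tests of the probes of GPR24, of the signal slope covariate and of any gene picked for its value in this part were chosen only after the result was seen. Beyond the groups above, the heme oxygenase gene hmox1b, which responds to oxidative stress, rose by 1.53 at 5 Gy (standard error 0.461), and atf6b, a transcription factor of the endoplasmic reticulum, rose by 1.51 (standard error 0.425). Supplementary Table 1 lists both. By the methods' t-test hmox1b did not pass, and in its paired form neither did. The zinc receptor gene gpr39 rose by 1.40 (standard error 0.467) but did not pass without control replicate 1 (0.90) or 5 Gy replicate 1 (1.23) or by either form of that test. Of 7 targets of antioxidant defence hmox1b alone rose and 6 did not pass the test (median 0.06, camera adjusted p = 0.471). Of 3 targets of the exocrine pancreas 1 fell, the amylase gene amy2al2, by 0.90 (standard error 0.359), and the median of the list was -0.66 (camera adjusted p = 0.0710). For gene list: exocrine pancreas the adjusted p was under the threshold in 6 other settings: 0.0434 with the mean of probes, 0.00367 with eBayes with a trend, 0.0381 with the signal slope covariate, 0.0315 without control replicate 1, 0.0397 without control replicate 2 and 0.0223 without 5 Gy replicate 1. It was 0.528 with an estimated correlation and 0.405 with fry. The call for amy2al2 was lost by both forms of the t-test, with the median of probes and without any of 5 pools, the exception being 5 Gy replicate 1, with ratios from -0.55 without 5 Gy replicate 2 to -0.96 without 5 Gy replicate 3.

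None of the targets of the other lists passed the test, and none did when adjusted over the list alone. With the replicate number as a block nrl and grk1a (0.82) of the photoreceptors, gc, c3a.2 (-0.79) and f10 (1.24) of the plasma proteins, gart (0.93) of the pigment cells and runx2b passed the thresholds. The photoreceptor list passed camera in 3 other settings (the mean of probes, the signal slope covariate and without control replicate 1), the heat shock list in 1 (without 5 Gy replicate 1, where hsp70.3 passed as well) and the plasma protein list in 1 (the signal slope covariate). With an estimated correlation the adjusted p of each of these 3 lists was 0.528, and with fry it was 0.405, 0.558 and 0.598. The median log2 ratio was 0.21 for 10 targets of photoreceptors (camera adjusted p = 0.0861), with 1.12 for the rod factor nrl (standard error 0.513), and 0.36 for 4 heat shock targets (camera adjusted p = 0.0938), with 0.64 for hsp70.3 (standard error 0.414). It was -0.50 for 5 targets of liver and plasma proteins (camera adjusted p = 0.347), with -1.54 for the vitamin D binding protein gene gc (standard error 0.728), 0.03 for 3 glia targets (camera adjusted p = 0.954, mean -0.04), and 0.36 for 3 intestine targets (camera adjusted p = 0.347). Medians were 0.10 for 6 erythrocyte targets (camera adjusted p = 0.443), 0.17 for 4 leukocyte targets (camera adjusted p = 0.641), 0.19 for 3 cell cycle targets (camera adjusted p = 0.436), 0.13 for 7 pigment cell targets (camera adjusted p = 0.347), 0.01 for 2 keratin targets (camera adjusted p = 0.889) and 0.40 for 5 targets of cartilage and bone (camera adjusted p = 0.347), with 0.76 for the bone factor runx2b (standard error 0.362).

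In both GPR24 targets the probe farthest from the others changed least. It lies at position 898, against 118 to 182 for the others, in OTTDART00000024568, and at 1064, against 124 to 342, in TC256493. A candidate explanation, that signal from part of the target alone was measured, stays open: the larger change of such a probe was 0.77 and the smaller 0.33, against medians of 3.24 and 2.08 for the other probes of the targets, and neither bound set for the test was met.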
